# Epicardial VEGFC/D signaling is essential for coronary lymphangiogenesis

**DOI:** 10.1038/s44319-025-00431-7

**Published:** 2025-03-24

**Authors:** Ester de la Cruz, Vanessa Cadenas, Susana Temiño, Guillermo Oliver, Miguel Torres

**Keywords:** Vascular Biology, Lymphatic Vasculature, Heart Development, Coronary Vasculature, Sex-specific Gene Function, Development, Vascular Biology & Angiogenesis

## Abstract

The contractile ability of the mammalian heart critically relies on blood coronary circulation, essential to provide oxygen and nutrients to myocardial cells. In addition, the lymphatic vasculature is essential for the myocardial immune response, extracellular fluid homeostasis and response to injury. Recent studies identified different origins of coronary lymphatic endothelial cells, however, the cues that govern coronary lymphangiogenesis remain unknown. Here we show that the coronary lymphatic vasculature develops in intimate contact with the epicardium and with epicardial-derived cells. The epicardium expresses the lymphangiogenic cytokine VEGFC and its conditional deletion in the epicardium abrogates coronary lymphatic vasculature development. Interestingly, VEGFD is also expressed in the epicardium and cooperates with VEGFC in coronary lymphangiogenesis, but it does so only in females, uncovering an unsuspected sex-specific role for this cytokine. These results identify the epicardium/subepicardium as a signaling niche required for coronary lymphangiogenesis and VEGFC/D as essential mediators of this role.

## Synopsis

Signals from the epicardium are essential for fetal coronary lymphangiogenesis. VEGFC and VEGFD produced by the epicardium target the subepicardial space, where they are essential for the formation of the lymphatic vasculature in a dose-dependent manner.

- Epicardial *vegfc* deletion abrogates coronary lymphatic development.
- Epicardial *vegfc* overexpression expands the coronary lymphatic vasculature.
- VEGFD cooperates in coronary lymphangiogenesis with VEGFC in females but not in males, uncovering a new sex-specific role for VEGFD.
- Differences in the lymphangiogenic environment of the dorsal and ventral epicardium may underlie the different sensitivity to VEGFC/D deletion.

## Abstract (web summary)

Signals from the epicardium are essential for fetal coronary lymphangiogenesis. VEGFC and VEGFD produced by the epicardium target the subepicardial space, where they are essential for the formation of the lymphatic vasculature in a dose-dependent manner.

## Introduction

Besides the blood coronary vasculature, the ventricular myocardium also contains a fully developed network of cardiac lymphatics (Brakenhielm and Alitalo, 2019). Coronary lymphatics promote cardiomyocyte proliferation (Liu et al, 2020) and are important in the response to myocardial infarction (Henri et al, 2016; Klotz et al, 2015; Liu et al, 2020; Maruyama et al, 2021; Vieira et al, 2018) congestive heart failure (Witte et al, 1969), atherosclerosis (Lim et al, 2013; Milasan et al, 2016) and heart regeneration in zebrafish (Gancz et al, 2019; Harrison et al, 2019; Vivien et al, 2019). Cardiac lymphatics are first seen along the great arteries and sinus venosus at E12.5-E13.5 (Flaht et al, 2012; Karunamuni et al, 2010). Most embryonic and cardiac lymphatic endothelial cells (LECs) have a venous origin (Klotz et al, 2015; Wigle and Oliver, 1999); however, mesenchymal precursors from the second heart field (SHF) also contribute to ventral coronary LECs (Lioux et al, 2020; Maruyama et al, 2019). The transcription factor *Prox1* (Wigle and Oliver, 1999), as well as the growth factors VEGFC and VEGFD and their receptor VEGFR3 (Baldwin et al, 2005; Bower et al, 2017; Haiko et al, 2008; Karkkainen et al, 2004; Karkkainen et al, 2001; Paquet-Fifield et al, 2013) are essential during developmental lymphangiogenesis. In the heart, local signaling pathways like Retinoic acid (RA) and macrophage-derived hyaluronan promote cardiac lymphatic vessel maturation and remodeling (Cahill et al, 2021; Lioux et al, 2020), while the Sema3E-PlexinD1 axis is involved in coronary artery and lymphatic vessel patterning (Maruyama et al, 2021). Despite this progress, the cellular and molecular drivers of coronary lymphangiogenesis in the developing heart remain unknown. In some tissues/organs, arteries guide collector lymphatic vessel growth through VEGFC and CXCL12 expression from endothelial and smooth muscle cells (Cha et al, 2012; Vaahtomeri et al, 2017). Here, we characterize the growth pattern of coronary lymphatic vessels and report that they do not follow arteries or veins as they colonize the ventricles but, instead, rely on intimate interaction with the epicardium and epicardial-derived cells. Functional genetic analyses demonstrate that VEGFC/D are essential for the lymphangiogenic function of the epicardium.

## Results and discussion

To identify the mechanisms that guide coronary lymphangiogenesis, we studied the distribution of cardiac lymphatics as they grow into the ventricles of the mouse fetal heart (Fig. 1A–C”). Cardiac lymphatics appear at the base of the ventricles, dorsally at the sinus venosus and ventrally on the great arteries around embryonic day 12.5 (E12.5), however, they do not start colonizing the ventricles until E14.5 (reviewed in (Klaourakis et al, 2021). At E16.5, coronary veins and arteries are already present; however, lymphatic vessels do not follow the pattern of coronary arteries or veins as they colonize the ventricles (Fig. 1A–B”,D). In histological sections at E15.5 we observed that coronary lymphatic vessels grow in direct association with the epicardium (Fig. 1C–C”). Coronary veins also grow within the subepicardial space, however, when lymphatic vessels coincide with veins in the subepicardium, the lymphatic vessel is always located closer to the epicardium, representing the most superficial coronary vasculature (Fig. 1C’,C”,E). We thus found that coronary lymphatic vessels do not follow arteries or veins, as it happens in some tissues/organs (Cha et al, 2012; Vaahtomeri et al, 2017), but rather grow freely beneath the epicardium, without following either veins, which grow beneath the lymphatic vasculature, or arteries, which grow within the myocardium. This behavior correlates with the strong expression of VEGFC and CXCL12 in the epicardium (Cavallero et al, 2015; Chen et al, 2014).

**Figure 1:**
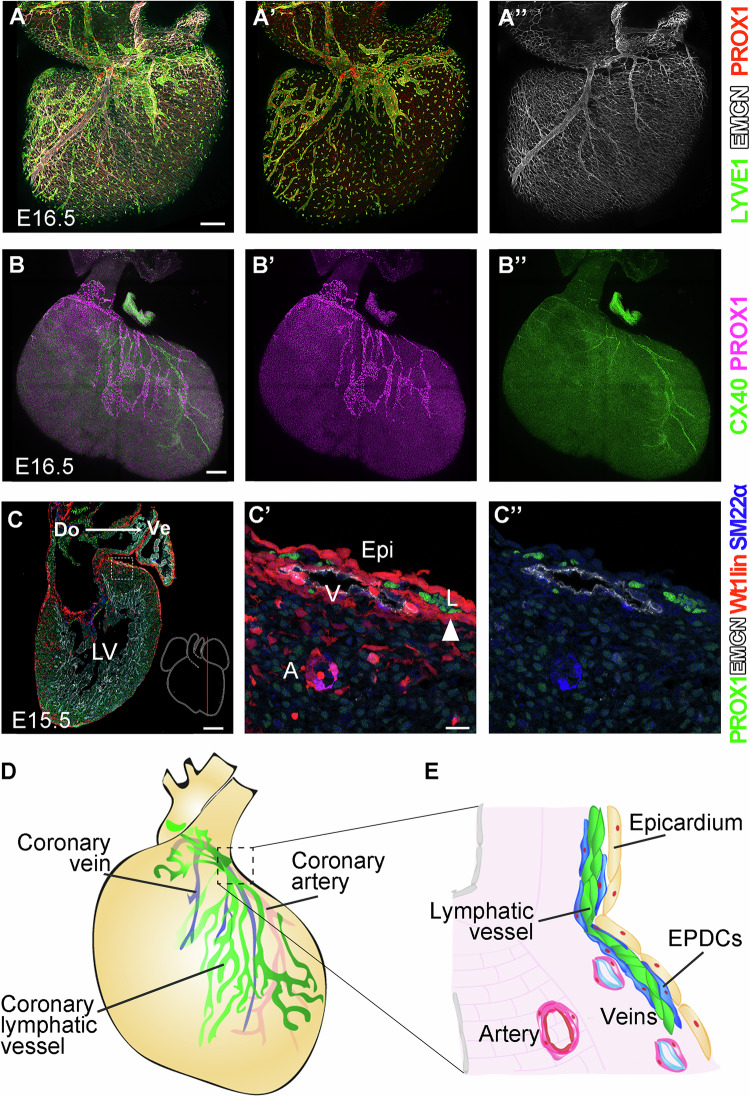
Subepicardial coronary lymphangiogenesis. **(A**–**A”**) Detection of veins with Endomucin (EMCN) and lymphatic vessels with Lyve1 and Prox1 in the dorsal side of E16.5 mouse hearts. (**B**–**B**”). Detection of arteries with Connexin 40 (CX40) and lymphatic vessels with PROX1 in the ventral side of an E16.5 mouse heart. (**C**–**C**”) Detection of arteries (A), veins (V), and lymphatic vessels (L) in a sagittal section of an E15.5 *Wt1*^*Cre*^*; Rosa26R*^*Tomato*^ mouse heart, which reveals the lineage of cells that express *Wt1*^*Cre*^ (Wt1lin), including the epicardium (Epi). Arrowhead in (**C**’) indicates lymphatic vessel-associated EPDCs. Do: dorsal; Ve: ventral; LV, left ventricle. (**D**, **E**) Schemes of the disposition of coronary vessels in a developing mouse heart. EPDC: epicardial-derived cells. Scale bars 200 µm in (**A**), (**B**), (**C**) and 20 µm in (**C**’).

While VEGFC is strongly expressed in the epicardium (Chen et al, 2014), it is also expressed in other cardiac cells (Cahill et al, 2021); we therefore specifically studied the relevance of epicardial VEGFC in coronary lymphangiogenesis. We first studied the sensitivity of the developing lymphatic vasculature to increased epicardial VEGFC. For this, we used the *Eef1a1*^*VegfcGOF*^ allele (Pichol-Thievend et al, 2018), which provides conditional Cre-mediated VEGFC overexpression, combined with *Wt1*^*Cre*^ (Wessels et al, 2012), which drives Cre expression in the epicardium. Hearts with epicardial VEGFC overexpression showed increased coronary lymphatic coverage at E16.5 (Fig. 2A–D), indicating that coronary lymphangiogenesis is sensitive to epicardial VEGFC levels. Next, we studied the requirement for VEGFC function in the epicardium/EPDCs, by crossing *Vegfc*^*flox/flox*^ (Lim et al, 2019) with *Wt1*^*Cre*^ and analyzing the lymphatic vasculature at E16.5. Homozygous mutant hearts (*Vegfc*-KO) showed 50% reduction in lymphatic coverage in the ventral side of the ventricles and 68% reduction in the dorsal side (Fig. 2E–G). Total lymphatic length and lymphatic vessel bifurcations were also reduced in *Vegfc*-KO hearts (Fig. 2H–K). Epicardial *Vegfc*-KO mice were viable after birth and, as previously described (Liu et al, 2020), we observed a reduction in heart size at postnatal day 20 (P20) (Fig. EV1A).

**Figure 2:**
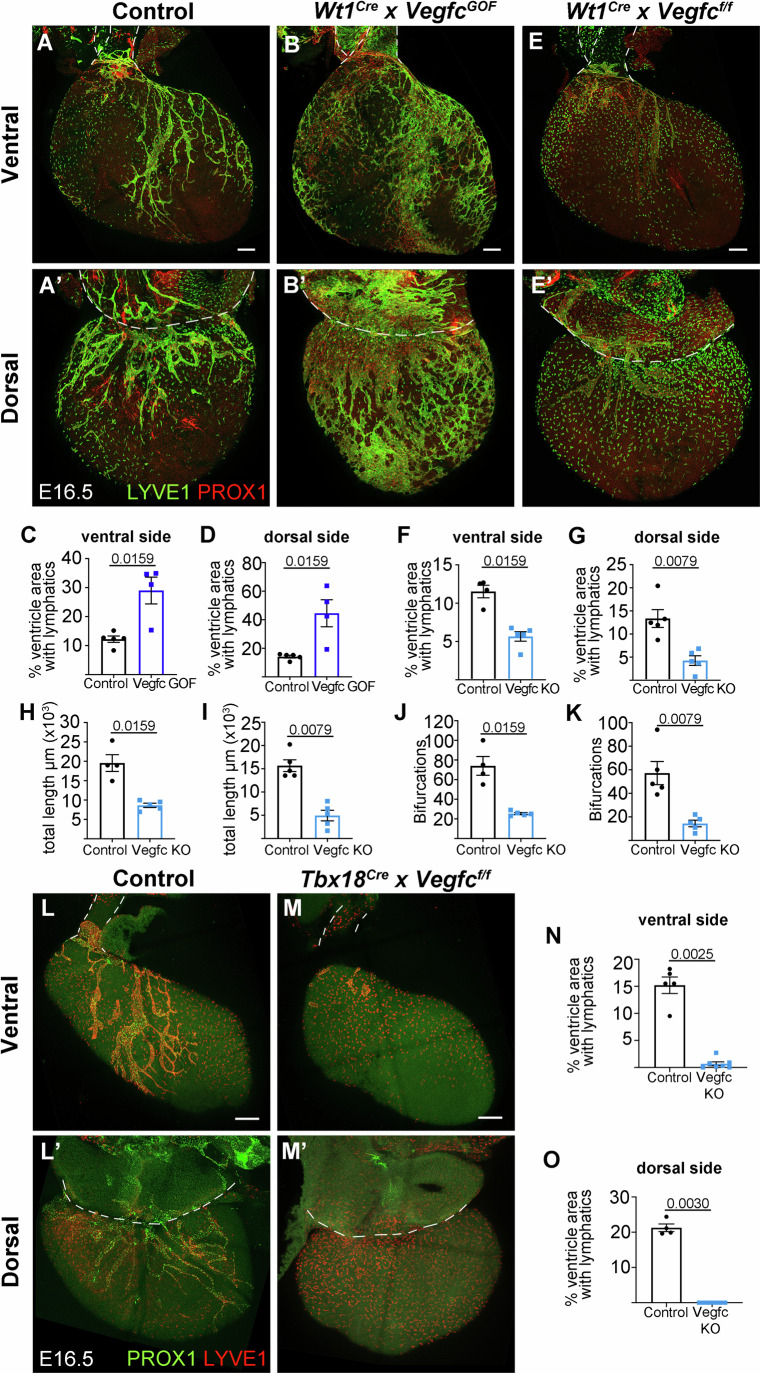
Epicardial VEGFC is essential for coronary lymphangiogenesis. (**A**–**D**) Representative specimens and quantifications of lymphatic vessel coverage of the dorsal and ventral ventricular surfaces upon *Vegfc* overexpression by activation of *Eef1a1*^*VegfcGOF*^ with *Wt1*^*Cre*^ (*Vegfc*^*GOF*^). (**E**–**K**) Representative specimens and quantifications of lymphatic vessel coverage, lymphatic length, and bifurcations of the dorsal and ventral ventricular surfaces upon *Vegfc* conditional elimination with *Wt1*^*Cre*^. (**L**–**O**) Representative specimens and quantifications of lymphatic vessel coverage of the dorsal and ventral ventricular surfaces upon *Vegfc* conditional elimination with *Tbx18*^*Cre*^. Statistics: Mann–Whitney test with two-tailed *p*-values. Graphs show mean ± standard deviation. Each dot represents one biological specimen. *N* = 5 control and 5 mutant hearts in each graph except in (**H**) and (**J**), in which 4 control hearts were analyzed, in (**N**), in which 7 mutant hearts were analyzed an in (**O**), in which 4 control and 7 mutant hearts were analyzed. Dotted lines in (**A**), (**B**), (**E**), (**L**), and (**M**) indicate the limits of the pulmonary artery (in front) and aorta (behind). Dotted lines in (**A**’), (**B**’), (**E**’), (**L**’), and (**M**’) indicate the limits of the sinus venosus. Scale bars 200 μm.

**Figure EV1:**
Characterization of epicardial roles in Lymphangiogenesis. (**A**) Heart weight to body weight ratios (H/BW) in Control (*Vegf*^*f/f*^) and epicardial *Vegfc* KO (*WT1*^*Cre*^*;Vegf*^*f/f*^) hearts at postnatal day 20 (P20). (**B**) RNAseq quantification of Cre mRNA expression in dissected epicardial/subepicardial region from *Tbx18*^*Cre*^or *WT1*^*Cre*^ hearts. CPMs: counts per million. (**C**) RNAseq quantification of *Vegfc* mRNA exon 3 expression in dissected epicardial/subepicardial region from Control, *Tbx18*^*Cre*^; *Vegfc*^*f/f*^ or *WT1*^*Cre*^*; Vegfc*^*f/f*^ hearts (RPKM: Reads Per Kilobase Million). Statistics in (**A**), (**B**), according to the linear modeling in the LIMMA analysis software for RNAseq analysis (see Methods). Benjamini-Hochberg adjusted *P*-values are shown. Graphs show mean ± standard deviation. Each dot represents one biological specimen. *N* = 6 control and 5 *Vegfc*−/− hearts in (**A**) and (**B**). Statistics in (**C**): one-way ANOVA with Sidak’s correction for multiple comparisons. Graphs show mean ± standard deviation. Each dot represents one biological specimen. *N* = 8 control, 3 *WT1*^*Cre*^*;Vegf*^*f/f*^ and 5 *Tbx18*^*Cre*^; *Vegfc*^*f/f*^ hearts. (**D**) Detection of VEGFR3 expression by whole-mount immunofluorescence in wild type E16.5 Hearts. (**E**) Quantification of the mean intensity of VEGFR3 signal in coronary lymphatic vessels of the dorsal and ventral sides of the hearts shown in (**D**). (**F**) Detection of VEGFD expression by whole-mount immunofluorescence in wild type E16.5 Hearts. (**G**) Quantification of the mean intensity of VEGFD signal in coronary lymphatic vessels of the dorsal and ventral sides of the hearts shown in (**F**). (**H**) Detection of Cxcl12 expression by whole-mount immunofluorescence in wild type E16.5 Hearts. (**I**) Quantification of the mean intensity of Cxcl12 signal in coronary lymphatic vessels of the dorsal and ventral sides of the hearts shown in (**H**). Statistics in (**E**, **G**, **I**): Wilcoxon matched-pairs signed rank test with two-tailed *P*-values. Non-significant results are not indicated. Graphs show mean ± standard deviation. Each dot represents one biological specimen. *N* = 4 ventral sides and 5 dorsal sides in (**E**); 5 ventral and dorsal sides in (**G**) and 12 ventral and dorsal sides in (**I**). (**J**) Volcano plot representing the results of RNAseq comparing dorsal and ventral dissected epicardial/subepicardial regions from wild type E16.5 hearts. Genes encoding lymphangiogenic factors and differentially expressed appear highlighted in red. (**K**) Specific results from the RNAseq analysis shown in (**J**) for 22 selected genes encoding lymphangiogenic factors. Statistics in (**J**, **K**), according to the linear modeling in the LIMMA analysis software for RNAseq analysis (see Methods). Benjamini- Hochberg adjusted *P*-values are shown. When not shown, comparsions were not significant (*P*-value > 0.05). Scale bars 100 µm. Each dot represents a biological replicate. *N* = 3 ventral and 3 dorsal sides for all gene expressions represented.

To confirm these results with another epicardial Cre line, we induced epicardial deletion of *Vegfc* using *Tbx18*^*Cre*^ (Cai et al, 2008). Mutant hearts in this case lacked all lymphatic vessels of the dorsal side of the heart and showed only vestigial lymphatic vessels on the ventral side (Fig. 2L–O). These results suggest that the incomplete penetrance observed in the *Wt1*^*Cre*^-deleted hearts is due to lower efficacy of this Cre line compared with *Tbx18*^*Cre*^. Given that at mid-gestation, epicardial recombination mediated by *Tbx18*^*Cre*^ and *Wt1*^*Cre*^ is similar (Cai et al, 2008; Christoffels et al, 2009; Villa del Campo et al, 2016; Wessels et al, 2012), we studied the level of Cre expression in RNAseq of dissected epicardium/sub-epicardium of E16.5 mutant hearts recombined with either driver. We observed higher Cre expression in *Tbx18Cre* mice than in *Wt1Cre* mice (Fig. EV1B). To determine whether this affected the efficacy in *Vegfc*^*f*^ deletion, we performed similar RNAseq analysis in epicardial *Vegf*c mutants. We observed that elimination of *Vegfc* exon 3 was similarly efficient between Wt1^Cre^- and Tbx18^Cre^-recombined hearts at E16.5 (Fig. EV1C). This result suggests that timing of complete elimination of the VEGFC proteins underlies the different affection of the two genetic models. The fact that *Tbx18*^*Cre*^ already recombines the pro-epicardial organ (Cai et al, 2008; Tyser et al, 2021), whereas *Wt1*^*Cre*^ recombines extensively in the epicardium (Villa del Campo et al, 2016; Wessels et al, 2012) might also contribute to a different timing of VEGFC elimination between the two strains.

Dosed levels of epicardial VEGFC thus appear essential for coronary lymphangiogenesis, with more relevance in the dorsal than in the ventral side of the ventricles. We then studied VEGFR3 expression levels in the E16.5 dorsal and ventral coronary lymphatic vasculature and found no differences (Fig. EV1D,E). To then determine whether the difference between dorsal and ventral lymphangiogenesis could be determined by the signaling environment, we studied VEGFD and Cxcl12 expression by immunofluorescence (Fig. EV1F–I). Whereas we found no differences for VEGFD (Fig. EV1F,G), we observed about 25% higher expression of Cxcl12 on the dorsal side as compared to the ventral side of the heart (Fig. EV1H,I). To more broadly determine whether a different signaling environment might influence dorsal versus ventral coronary lymphangiogenesis, we then compared the transcriptomes of the dorsal and ventral epicardial/subepicardial regions of the E16.5 wild-type heart (Fig. EV1F) and determined the expression levels of 22 known extracellular regulators of lymphangiogenesis (Coso et al, 2014; Hussmann et al, 2023; Trincot et al, 2019; Zheng et al, 2014) (Fig. EV1G). This study showed that mRNAs coding for 8 of these factors were expressed in the ventral epicardium/sub-epicardium at higher levels than in the dorsal, whereas no one of them was expressed at higher levels dorsally (Fig. EV1J,K). This study suggests a generally more lymphangiogenic environment in the ventral subepicardium than in the dorsal one, however, some lymphangiogenic factors, like Cxcl12, appear more abundant dorsally at this stage. 

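For this comparison the paper gives 3 ventral and 3 dorsal samples. These were taken to be the female libraries at E16.5, numbered 1 to 3 on each side, since only female hearts have exactly 3 libraries on both sides. Each holds RNA pooled from 2 hearts. The sample labels give the genotype as Tbx18Cre, whereas the paper calls the hearts wild type. Male hearts are also among the samples, with 4 ventral libraries (numbers 4 to 7) and 3 dorsal libraries (numbers 4 to 6). The paper does not state the sex of the samples it compared or why any were left out. A further male library, numbered 7, is called dorsal in its title and source name and ventral in its tissue field. It was left out of the main regional comparisons and entered only some of the alternatives. Single reads of 60 bases assigned to the listed genes totalled 19.8 to 20.8 M per female dorsal library (median 20.0 M), 13.9 to 19.4 M per female ventral library (median 17.3 M), 15.2 to 24.7 M per male dorsal library (median 22.2 M) and 18.8 to 24.2 M per male ventral library (median 23.6 M). The authors' values, for 15894 genes, are reads with an offset over an effective library size, here called normalized CPM; at these depths 3 reads correspond to 0.135 to 0.253 normalized CPM.
Regions were compared with limma on log2(normalized CPM + 1), over genes with a value of at least 1 in at least 3 libraries, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. In female hearts, 4007 of 14411 genes were called, 2089 higher ventrally and 1918 higher dorsally, and 5840 genes had an unadjusted p under 0.05. Of the alternatives tried, leaving out female ventral replicate 2 moved this count most, to 2158 genes; without female dorsal replicate 2 it was 2291. In male hearts no gene was called among 14917, although 2083 had an unadjusted p under 0.05; with the replicate number as a block, 76 genes were called. With sex as a covariate over the 7 ventral and 6 dorsal libraries of both sexes, 2974 of 15772 genes were called, 1545 higher ventrally and 1429 higher dorsally. With the trend on GC content and length removed, the balance was 1001 higher ventrally against 1692 higher dorsally. The count fell to 1429 without female dorsal replicate 2, 1557 without female ventral replicate 2 and 1739 without female ventral replicate 3. Across 14062 genes tested in both sexes, the regional changes of female and male hearts had a Pearson correlation of 0.452; genes are not independent replicates.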

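In the female libraries, 10 of the 22 factors were called higher ventrally and 1 higher dorsally. The change was above 0 for 19 factors and below 0 for 3, with a median of 1.06 on the log2 scale. Adjusted over the list alone, 13 factors were higher ventrally and 1 was higher dorsally. The 8 factors that the paper marks, Igf2, Vegfc, Nid1, Fgf2, Svep1, Ephb2, Slit2 and Wnt5a, are all protein-coding genes, and for each of them every ventral library stood above every dorsal one. Igf2 (chromosome 7 of GRCm38, 142650766 to 142666816, minus strand) measured 2904 ± 599.5 normalized CPM ventrally (mean ± SD, n = 3 libraries) and 1202 ± 88.6 dorsally, a log2 change of 1.25 (limma, standard error 0.214, adjusted p = 0.00328). Of its sequence, 75.9% of the 60-base windows also occur in Gm49394, so its value is uncertain as far as the authors' counting split reads between these genes. Nid1 (chromosome 13, 13437551 to 13512269, plus strand) fell from 263 ± 41.5 ventrally to 123 ± 22.3 dorsally (log2 change 1.091, standard error 0.173, adjusted p = 0.00245). For Fgf2 (chromosome 3, 37348346 to 37410108, plus strand; 12.2% of its windows shared with Nudt6) the means were 17.2 ± 3.83 and 2.99 ± 3.14 (log2 change 2.44, standard error 0.475, adjusted p = 0.00563). Slit2 (chromosome 5, 47983138 to 48307733, plus strand) had 52.5 ± 10.9 against 20.6 ± 7.55 (log2 change 1.34, standard error 0.260, adjusted p = 0.00558), and Wnt5a (chromosome 14, 28504750 to 28527448, plus strand) 50.7 ± 16.1 against 17.5 ± 6.19 (log2 change 1.48, standard error 0.295, adjusted p = 0.00613). These genes were called under every alternative set for this comparison, but of them a fit with the mean of 10 epicardial genes as a covariate called only Igf2 and Nid1. Svep1 (chromosome 4, 58042442 to 58206859, minus strand; 8.6% of its windows shared with other genes) measured 36.1 ± 16.9 ventrally and 7.62 ± 5.67 dorsally, with a log2 change of 2.20 (standard error 0.516, adjusted p = 0.0128). Ephb2 (chromosome 4, 136647539 to 136835988, minus strand) measured 7.78 ± 1.28 and 2.15 ± 1.74, with a log2 change of 1.61 (standard error 0.403, adjusted p = 0.0169). Neither was called without female ventral replicate 2 or 3, nor with the trend on GC content and length removed. Ephb2 also lost its call without female dorsal replicate 2 and in a count test on the recovered reads. The adjusted p over the alternatives ran from 2.44e-04 to 0.0602 for Svep1 and from 0.00646 to 0.148 for Ephb2. Without female ventral replicate 2, or with the trend on GC content and length removed, 6 factors were called higher ventrally.
The paper does not state the sex of its samples here and gives no separate result for the male hearts. In these, none of the 21 factors tested was called, 2 had an unadjusted p under 0.05 (Slit2 and Adamts2), and 17 changes were above 0 and 4 below (median log2 change 0.323); with the replicate number as a block, Adamts2 was called higher ventrally. Igf2 measured 1282, 1147, 1354 and 1116 normalized CPM in male ventral replicates 4 to 7 and 1088, 1227 and 1257 in male dorsal replicates 4 to 6, a log2 change of 0.04 (standard error 0.162, adjusted p = 0.930) that fell below 0 without male dorsal replicate 4 (-0.02), without male ventral replicate 6 (-0.01) and with the GC trend removed (-0.11). The male means, ventral and dorsal, were 202 and 175 for Nid1, 15.2 and 9.34 for Fgf2, 27.1 and 18.8 for Svep1, 6.08 and 4.07 for Ephb2, 57.2 and 33.8 for Slit2, and 40.7 and 34.2 for Wnt5a, in normalized CPM. In a test of the difference between the sexes, the regional change of Igf2 was smaller in males by a log2 change of -1.22 (standard error 0.242, adjusted p = 0.0127); no other factor passed over all genes, although Svep1 and Wnt5a did with the replicate number as a block. Adjusted over the list alone, Nid1 passed as well. Over both sexes 9 factors were called higher ventrally and none higher dorsally, and 13 had an unadjusted p under 0.05. The 9 are the 8 that the paper marks and Adamts2. Of the 8, Slit2 (log2 change 1.02, adjusted p = 0.00782) kept its call under every alternative; the others lost theirs under some alternatives. Igf2 (0.61, adjusted p = 0.0424; from 7.47e-04 to 0.145 over the alternatives) lost it with the block, with eBayes without trend, with the GC trend removed and in 8 of the 13 fits that left out a library. Wnt5a lost it in 9 of these fits, Svep1 in 7, Ephb2 in 6, Nid1 in 3 and Fgf2 in 2. Leaving out single libraries gave 2 factors (without female dorsal replicate 2 or female ventral replicate 2) to 10, with 3 to 5 left without female ventral replicate 1 or 3, female dorsal replicate 1, male dorsal replicate 4 or male ventral replicate 6. 

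**Figure D1:**
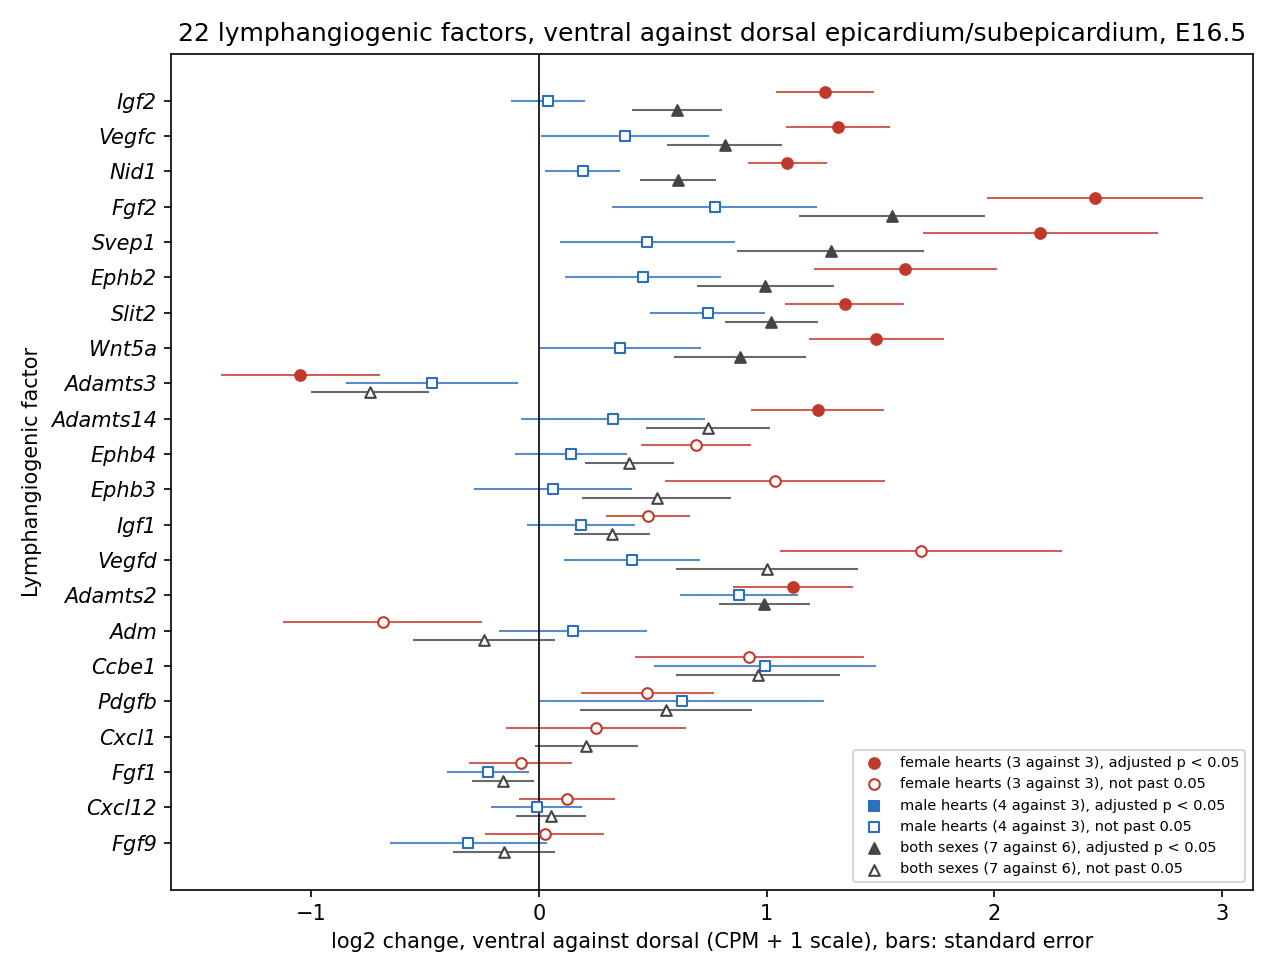
Log2 change (ventral against dorsal) of the 22 factors with its standard error in female hearts (3 against 3 libraries), male hearts (4 against 3) and both sexes (7 against 6, sex as a covariate). Filled symbols have an adjusted p under 0.05 over all genes tested (limma). Cxcl1 was below the filter in male hearts.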

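Taken as a set, the 22 factors were shifted towards the ventral side in female hearts (camera with a preset correlation of 0.01 between genes, p = 1.75e-04, adjusted p = 7.02e-04 over 4 set tests) and over both sexes (p = 5.22e-04, adjusted p = 0.00104), but not past the threshold in male hearts (p = 0.0466, adjusted p = 0.0621; with the replicate number as a block, 0.0132). Under fry the adjusted p was 0.0144 in females, 0.199 in males and 0.0144 over both sexes. With a correlation estimated from the data no set passed (0.273, 0.357 and 0.273). The libraries were also split into other groups of the same sizes. As small a set p came from 2 of 10 splits in females and 10 of 100 over both sexes. Chance regroupings thus reach the set p over both sexes, and 10 splits are too few to decide it in females. Cxcl12 (chromosome 6, 117168535 to 117181367, plus strand) was not called between regions at the transcript level, which does not rule out a small difference. It measured 87.2, 104 and 57.9 normalized CPM in female ventral replicates 1 to 3 and 67.9, 69.0 and 86.6 in female dorsal replicates 1 to 3 (log2 change 0.12, standard error 0.213, adjusted p = 0.699), and its change turned negative without female ventral replicate 2 (-0.06) and with the GC trend removed (-0.07). In males it measured 71.3, 82.5, 60.4 and 61.5 in ventral replicates 4 to 7 and 93.0, 63.9 and 54.9 in dorsal replicates 4 to 6 (log2 change -0.01, adjusted p = 0.988), and over both sexes its log2 change was 0.05 (adjusted p = 0.842). Beside the marked factors, Adamts14 (log2 change 1.22, adjusted p = 0.0138) and Adamts2 (1.12, adjusted p = 0.0132) were called higher ventrally in female hearts and Adamts3 higher dorsally (-1.05, adjusted p = 0.0494). Adamts3 lost its call in each fit that left out one of the 6 libraries (adjusted p over the alternatives from 0.0256 to 0.147), and in both sexes together its adjusted p was 0.0569. Adamts14 lost its call without female ventral replicate 2 or female dorsal replicate 2 and Adamts2 without female ventral replicate 2, and both lost it with the GC trend removed. Vegfd (chromosome X, 164373378 to 164402650, plus strand) measured 12.4, 26.2 and 56.7 normalized CPM in female ventral replicates 1 to 3 and 8.66, 2.59 and 17.6 in the dorsal ones. Its log2 change of 1.68 (standard error 0.620) was not called (adjusted p = 0.0698), although it was called without female dorsal replicate 3 or female ventral replicate 1 and with the replicate number as a block (adjusted p = 0.00875; from 0.00789 to 0.223 over the alternatives). Vegfd also passed when adjusted over the list alone (0.038). In a limma fit of both sexes and regions as 4 groups, its female change had an adjusted p of 0.0414. From the 8 factors with higher ventral and none with higher dorsal expression, the paper proposes that the ventral epicardium and subepicardium form a generally more lymphangiogenic environment.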

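Vegfc (chromosome 8 of GRCm38, 54077606 to 54187096, plus strand) has no 60-base window in common with another gene. The female ventral libraries 1 to 3 held 19.9, 21.9 and 27.4 normalized CPM (381, 303 and 467 reads) and the female dorsal libraries 7.83, 8.14 and 10.0 (169, 149 and 200 reads), which gives means of 23.1 ± 3.89 and 8.66 ± 1.18 (SD, n = 3). The log2 change was 1.31 (limma, standard error 0.229, adjusted p = 0.00356). The call held under every alternative set for this comparison, with an adjusted p from 0.00132 to 0.0179 and the most distant change, 1.54, after removal of the trend on GC content and length. It did not hold with the mean of 10 epicardial genes as a covariate (1.28, adjusted p = 0.203). In male hearts, ventral replicates 4 to 7 measured 16.9, 5.99, 10.6 and 10.9 and dorsal replicates 4 to 6 measured 7.30, 11.8 and 5.43; the log2 change was 0.38 (standard error 0.370, adjusted p = 0.654). The male library of unsettled region measured 12.3. Over the 13 libraries of both sexes the log2 change was 0.81 (standard error 0.254, adjusted p = 0.0366). That call was lost when any one of the 6 female libraries was left out, without male dorsal replicate 4 or 6 or male ventral replicate 4 or 6, with quantile normalization, with the replicate number as a block and with the library of unsettled region taken as dorsal. The difference between the female and male changes, -0.94 on the log2 scale (standard error 0.457), had an adjusted p of 0.347 and is not shown by the test.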

*Vegfc* is one of the factors with higher expression in the ventral epicardium, which suggests that the lower availability of this essential lymphangiogenic factor underlies the higher sensitivity of the dorsal lymphatic vasculature to *Vegfc* elimination.

Although less prominent than VEGFC, VEGFD collaborates with VEGFC in promoting lymphangiogenesis in the developing intestinal lymphatic vasculature (Nurmi et al, 2015). Whole-mount detection of VEGFD protein in WT E16.5 hearts revealed expression in the epicardium (Fig. 3A,B) and epicardial-derived cells associated to the growing coronary lymphatic vasculature (Fig. 3C,C’). To functionally assess the role of VEGFD in coronary lymphatic development, we generated *Vegfd* global knockouts using CRISPR-Cas9 deletion of exons 3 and 4, which codify a portion of VEGFD central receptor-binding domain, “*VEGF homologous domain”* (VHD), essential for its function (Achen et al, 1998) (see Methods). Mice homozygous for this deletion showed a clear reduction of epicardial VEGFD detection by whole-mount immunofluorescence of E16.5 hearts (Fig EV2). As previously described, VEGFD deletion produced viable and fertile animals (Baldwin et al, 2005). The coronary lymphatic vasculature of *Vegfd* mutant hearts at E16.5 showed no significant alterations (Fig. 3D–K), although lymphatic vessel coverage, total lymphatic vessel length and total bifurcations showed a tendency to reduction on the ventral side of the ventricles (Fig. 3F–H).

**Figure 3:**
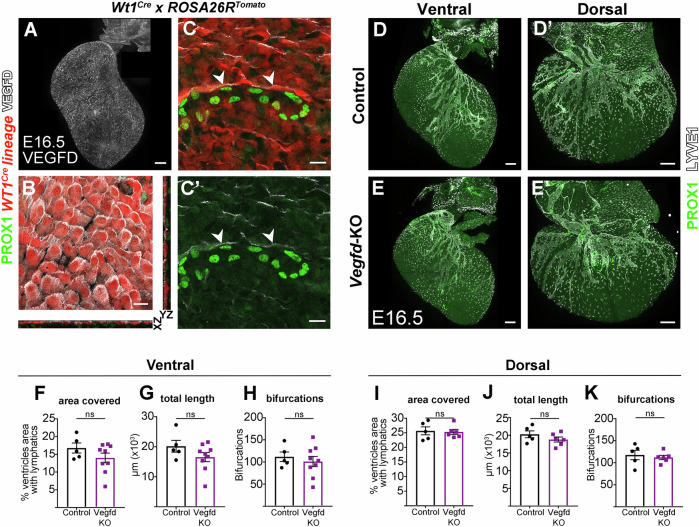
Epicardial expression of VEGFD is not essential for coronary lymphangiogenesis. (**A**) Confocal detection of VEGFD protein in a whole-mount E16.5 mouse heart (ventral side). This example corresponds to one of the specimens quantified and shown in Fig. EV2A. (**B**) Maximum projection of three epicardial confocal planes showing detection of VEGFD in the epicardium of a E16.5 *Wt1*^*Cre*^*; Rosa26R*^*Tomato*^ mouse heart, in which the *Wt1*^*Cre*^ lineage reveals the epicardium in red. (**C**–**C**’) Maximum projection of three subepicardial confocal planes showing Prox1^+^ lymphatic endothelial cells surrounded by VEGFD-expressing epicardial-derived cells (arrowheads). (**D**, **E**’) PROX1 and LYVE1 whole-mount immunostaining of E16.5 control and *Vegfd*^*−/−*^ (*Vegfd*-KO) hearts. (**F**–**K**) Quantification of the percentage of area covered by lymphatic vessels on the ventral and dorsal ventricular surfaces (**F**, **I**), total lymphatic length (**G**, **J**) and number of bifurcations (**H**, **K**) in control and *Vegfd*-KO hearts. Statistics: Mann–Whitney test with two-tailed *p*-values. Graphs show mean ± standard deviation. Each point represents a quantified heart. *N* = 5 control and 9 mutant hearts in (**F**–**G**) and 5 control and 6 mutant hearts in (**I**–**K**). Scale bars: 200 μm in (**A**, **D**, **E**’) and 20 μm in (**B**, **C**’).

**Figure EV2:**
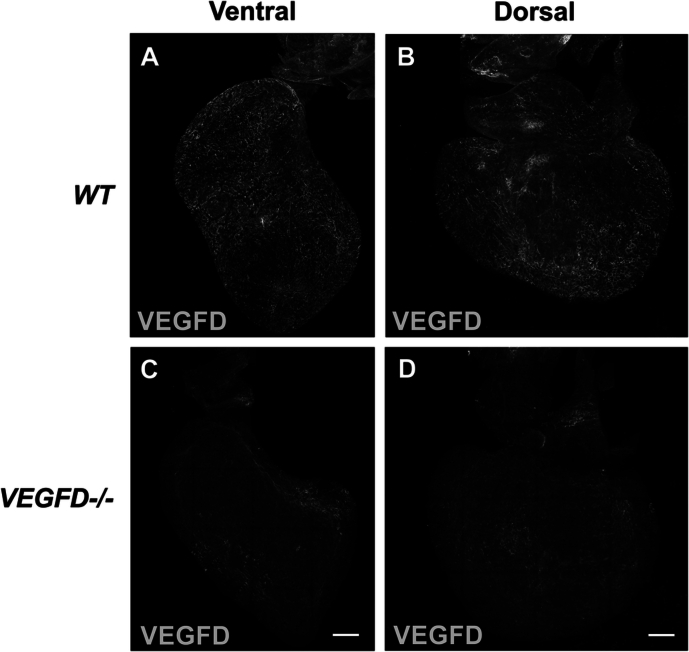
Characterization of VEGFD epicardial expression. (**A**, **B**) Detection of VEGFD expression by whole-mount immunofluorescence in wild type E16.5 hearts in ventral (**A**) and dorsal (**B**) views. The specimen in (**A**) is also shown as an example of the VEGFD expression pattern in Fig. 3A. (**C**, **D**) Equivalent detections in *Vegfd* knockout hearts. *N* = 5 Control and 2 VEGFD KO hearts. Scale bars 100 µm.

To determine whether epicardial VEGFD and VEGFC act redundantly in cardiac lymphangiogenesis, we studied the coronary lymphatic vasculature of compound mutants (Fig. 4A–D’). We studied *Wt1*^*Cre*^-mediated epicardial elimination of *Vefgc* with or without elimination of *Vegfd*. Due to the location of *Vegfd* in the X chromosome, KO males are hemizygous, while KO females are homozygous for the *Vegfd* deletion. Elimination of *Vegfd* in females exacerbated the reduction in coronary lymphatic vasculature observed in the epicardial deletion of *Vegfc* (Fig. 4A–C’,E,F). This reduction was significant only in the ventral side but not on the dorsal side of the ventricles, suggesting a stronger interaction between VEGFC and VEGFD in the ventral side of the heart (Fig. 4E,F). Unexpectedly, we found that *Vegfd* deletion in males did not worsen the reduction in coronary lymphatics observed in the epicardial deletion of *Vegfc* (Fig. 4B,D,B’,D’,E,F). These results show that epicardial VEGFC and D cooperate in coronary lymphangiogenesis in females but not in males. Previous studies showed a higher lymphatic coverage in females than in males in adult hearts of the C57BL/6 mouse strain (Trincot et al, 2019). To determine whether this is also the case during gestation and in this genetic background, we quantified the lymphatic vessel coverage in control males and females of our VEGFC/VEGFD interaction study. We observed a non-significant tendency to a higher coverage in female hearts compared to male hearts (Fig. EV3A), on both the dorsal and the ventral sides. Sex-differences in coronary lymphatic coverage therefore may start to develop during gestation and are robust to changes in the genetic background. Together with the specific sensitivity of females to VEGFD loss, these observations suggest that enhanced coronary lymphangiogenesis might be driven by VEGFD signaling in females. 

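Transcripts of both sexes were compared in the dissected epicardium and subepicardium of the 6 female libraries and of 7 male libraries, with region as a covariate in limma. The male library of unsettled region was left out and brought in as an alternative. The paper does not state how it treated region or how many libraries it used for the comparison of the sexes. Median depth was 19.6 M reads in the female libraries and 23.6 M in the 8 male ones. The labels number the female and the male libraries in separate series, so sex and any difference in preparation between these series cannot be told apart. Each sex was also compared within a region, in a fit with 4 groups (3 female ventral, 3 female dorsal, 4 male ventral and 3 male dorsal libraries).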

To study the possible bases of the differential coronary lymphangiogenesis in males and females, we then studied the transcriptome of the epicardial/subepicardial region in E16.5 wild type female and male hearts. 

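Between the sexes, 1726 of 15772 genes were called, 694 higher in males and 1032 higher in females, and 4030 genes had an unadjusted p under 0.05. The alternative that moved this count most, averaging the libraries of one number, gave 944. The called genes include 47 of 518 tested on chromosome X, 4 of 8 on chromosome Y and 1673 of 15214 on autosomes (675 higher in males and 998 in females). The Y-linked genes Eif2s3y (chromosome Y of GRCm38, 1010543 to 1028847, plus strand), Ddx3y (1260771 to 1286629, minus strand), Uty (1096861 to 1245759, minus strand) and Kdm5d (897788 to 956786, plus strand) measured 89.0 ± 9.47, 77.5 ± 17.4, 24.9 ± 5.37 and 17.1 ± 4.61 normalized CPM in males (mean ± SD, n = 7) and 0.148, 0.318, 0.584 and 0.178 in females (n = 6). Their fitted log2 changes were 6.32 (limma, adjusted p = 3.86e-12), 5.92 (1.66e-10), 4.03 (2.06e-08) and 3.89 (4.03e-08). Female values this low make these changes depend on the pseudocount. Xist (chromosome X, 103460366 to 103483254, minus strand) measured 91.0 ± 45.0 in females and 1.80 ± 2.47 in males (log2 change -5.28, standard error 0.420, adjusted p = 1.99e-06), and Tsix, on the opposite strand (103431517 to 103484957), 38.1 ± 9.19 and 1.04 ± 1.19 (log2 change -4.37, standard error 0.308, adjusted p = 4.79e-07). Both stood higher in every female library than in any male one. Since 45.3% of the 60-base windows of Tsix and 11.5% of those of Xist are shared between them, their separate values are uncertain as far as the authors' counting split such reads.
Of the 22 lymphangiogenic factors, Igf2 was called, lower in males (log2 change -0.66, standard error 0.196, adjusted p = 0.0409). No factor passed when adjusted over the list alone, where the smallest adjusted p was 0.087, and 3 factors had an unadjusted p under 0.05. Changes were above 0 for 13 factors and below 0 for 9. Igf2, of which 75.9% of the windows are shared with Gm49394, measured 2053 ± 1008 normalized CPM in the 6 female libraries and 1210 ± 96.8 in the 7 male libraries. Its adjusted p ranged from 4.21e-04 to 0.118 over the alternatives. The call was lost without female dorsal replicate 3, when any one of the female ventral or male ventral libraries was left out, with eBayes without trend, with the libraries of one number averaged and with all 14 libraries and sex alone. Vegfc measured 15.9 ± 8.31 in females and 9.85 ± 4.01 in males (log2 change -0.62, standard error 0.254, adjusted p = 0.131) and was called only without male dorsal replicate 5 (adjusted p = 0.0499; from 0.0499 to 0.407 over the alternatives). Vegfd measured 20.7 ± 19.4 and 18.9 ± 5.94 (log2 change 0.23, standard error 0.401, adjusted p = 0.762), and its change fell to -0.10 without female dorsal replicate 2. As a set over both regions together, the 22 factors were not called between the sexes (limma's camera, adjusted p = 0.721), a comparison in which opposite shifts in the regions cancel.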

Whereas a large number of transcripts was found differentially expressed between males and females—including the expected male-specific Y-linked genes and female-specific X-inactivation genes—we did not observe differential expression for any of 22 known lymphangiogenic factors, including VEGFC and D (Fig. EV3B). These results suggest that the differences in coronary lymphatic vasculature between females and males are not dependent on differences in the sub-epicardial lymphangiogenic environment.

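Compared within a region, no factor was called between the sexes dorsally, where 7 had an unadjusted p under 0.05 and the smallest adjusted p was 0.113. Ventrally, Igf2 and Vegfc were called, both lower in males, over all genes and adjusted over the list alone. The ventral change of Igf2 was -1.23 on the log2 scale (limma, standard error 0.165, adjusted p = 7.19e-04), with each of the 4 male ventral libraries below each of the 3 female ones, and it was called under every alternative. That of Vegfc was -1.06 (standard error 0.312, adjusted p = 0.0491). Vegfc lost this call under 3 other settings (pseudocount 0.1, eBayes without trend, the count test) and in each fit that left out one library except those without male dorsal replicate 5, male dorsal replicate 6 or male ventral replicate 4; its adjusted p ranged from 0.0198 to 0.175. Dorsally the log2 changes were -0.01 for Igf2 (standard error 0.177, adjusted p = 0.981), -0.13 for Vegfc (standard error 0.334, adjusted p = 0.899) and 0.91 for Vegfd (standard error 0.551, adjusted p = 0.418), and ventrally it was -0.36 for Vegfd (standard error 0.515, adjusted p = 0.727). Of the 22 factors, 15 had a change above 0 dorsally (median 0.312) and 17 one below 0 ventrally (median -0.256). The mean of the epicardial genes, used above as a covariate, was 4.52 to 5.51 in the female dorsal libraries. It was 6.56 to 7.95 in the male dorsal ones, and ventrally the sexes overlapped. Svep1, Fgf2 and Wnt5a had called slopes on this mean, all above 0, and the other factors did not. The dorsal shift of the factors thus cannot be told apart from a larger share of epicardium in the male dorsal tissue. In set tests chosen after the data had been seen (camera with the preset correlation, adjusted over 3 tests), the adjusted p was 0.0293 dorsally, 0.111 ventrally and 0.00209 for the difference of the regional change between the sexes. None passed under fry (0.093, 0.129 and 0.0564) or with an estimated correlation (0.303, 0.373 and 0.23). The dorsal change of Igf2 rose above 0 without female dorsal replicate 2 (0.01), female dorsal replicate 3 (0.03) or male dorsal replicate 4 (0.05), and that of Vegfc without male dorsal replicate 6 (0.10) or with the male library of unsettled region taken as dorsal (0.02). From the lack of a difference in the 22 factors between female and male hearts, the paper proposes that the sex differences in coronary lymphatics do not depend on the lymphangiogenic environment below the epicardium.

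**Figure D2:**
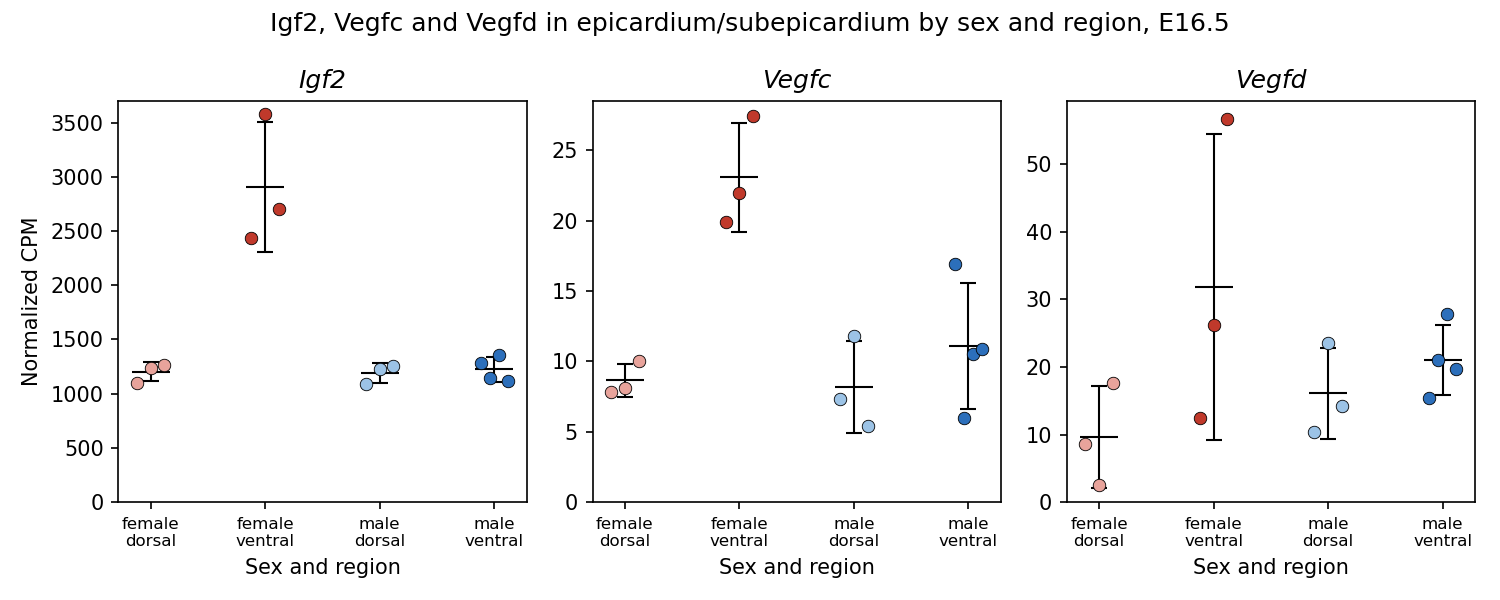
Igf2, Vegfc and Vegfd (normalized CPM) in each library by sex and region. Lines mark means and bars the SD. The male library of unsettled region is left out.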

**Figure 4:**
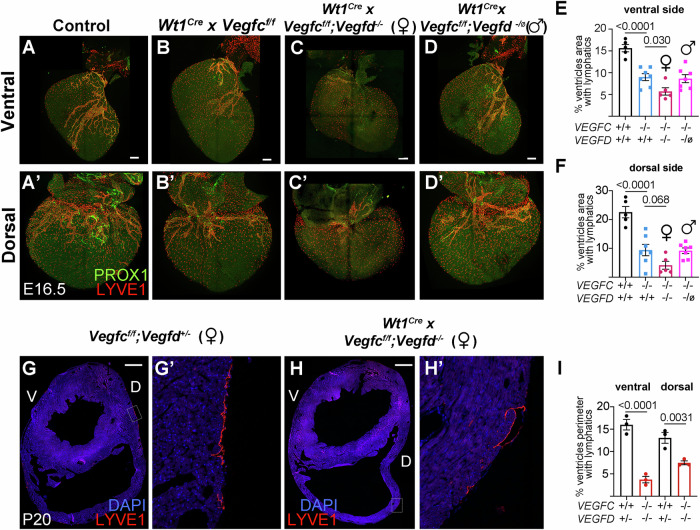
Sex-specific cooperative redundant roles of VEGFC and VEGFD in coronary lymphangiogenesis. (**A**–**D’**) Representative E16.5 specimens showing lymphatic vessel coverage of the dorsal and ventral ventricular surfaces upon combined conditional elimination of *Vegfc* with *Wt1*^*Cre*^ and constitutive elimination of *Vegfd*. (**E**, **F**) Quantification of the ventricular lymphatic vessel coverage in combinations of *Vegfc/d* mutants. Statistics: one-way ANOVA with Sidak’s correction for multiple comparisons. Graphs show mean ± standard deviation. Each dot represents one biological specimen. Scale bars: 100 μm. (**G**–**H’**) Representative sections of P20 specimens showing lymphatic vessel coverage of the dorsal and ventral ventricular surfaces upon combined conditional elimination of *Vegfc* with *Wt1*^*Cre*^ and constitutive elimination of *Vegfd*. (**G**’) and (**H**’) represent the boxed regions in (**G**) and (**H**), respectively. (**I**) Quantification of the ventricular lymphatic vessel coverage in combinations of *Vegfc/d* mutants at P20. Statistics: one-way ANOVA with Sidak’s correction for multiple comparisons. Graphs show mean ± standard deviation. Each dot represents one biological specimen. *N* = 5 wild type, 7 Vegfc−/−, 5 female *Vegfc/d* double KO and 7 male *Vegfc/d* double KO hearts in (**E**) and (**F**). *N* = 3 *Vegfd*+/− and 3 *Vegfc/d* double KO hearts in (**I**). Scale bars: 1 mm. D: dorsal; V: ventral. Significant *P*-values are shown on the graphs. When not shown, comparsions were not significant (*P*-value > 0.05).

**Figure EV3:**
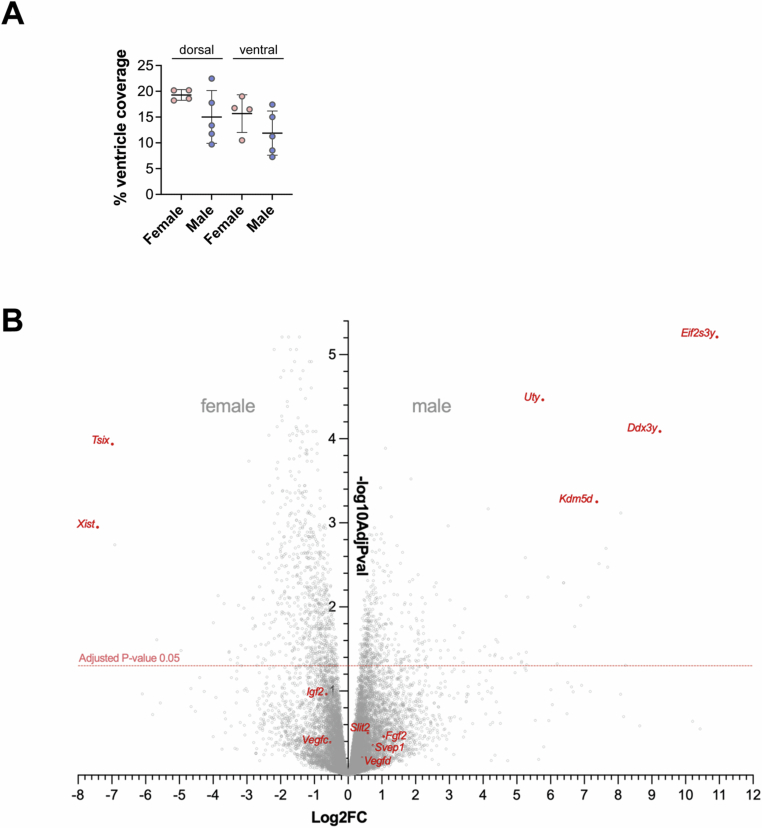
Analysis of sex-specific features of coronary lymphangiogenesis. (**A**) Quantification of lymphatic coverage on the ventricles of wild type E16.5 female and male hearts. Statistics: One-way ANOVA with Sidak’s multiple comparison test (non-significant). Graphs show mean ± standard deviation. Each dot represents one biological specimen. *N* = 4 female and 5 male samples for both the dorsal and the ventral sides. (**B**) Volcano plot representing the results of RNAseq comparing female to male dissected epicardial/subepicardial regions from wild type E16.5 hearts. Genes encoding for Y-linked and X-chromosome inactivation-specific genes appear in red. Some lymphangiogenic factors showing non-significant differential expression are highlighted in red. Statistics in (**B**), according to the linear modeling in the LIMMA analysis software for RNAseq analysis (see Methods). Benjamini-Hochberg adjusted *P*-values are shown.

Finally, to determine whether the coronary lymphatic vasculature develops postnatally in the VEGFC/D mutant models generated, we studied epicardial VEGFC/D KO female hearts at P20. We found that the ventral coronary lymphatic vasculature suffers a 77% reduction at this stage, suggesting continuous requirement of epicardial VEGFC/D, whereas the dorsal vasculature shows a 41% reduction, suggesting partially postnatal recovery (Fig. 4G–I).

Our results thus reveal an essential role of the epicardium in coronary lymphangiogenesis during gestation and postnatally through the production of VEGFC and VEGFD. Previously, elimination of epicardial VEGFC showed delayed dorsal blood coronary vasculature development (Chen et al, 2014), however, here we show complete agenesis of the lymphatic vasculature, which reveals regulation of lymphangiogenesis by epicardial VEGFC and VEGFD independently of the blood vasculature. While we used epicardial drivers, epicardial-derived cells inherit this recombination, they associate intimately with LECs, and we showed that they express VEGFD. We cannot, therefore, exclude a role of epicardial-derived cells in contributing to coronary lymphangiogenesis. Nonetheless, the epicardium/subepicardium appears to be the most important driver of lymphangiogenesis, given that epicardial-derived cells invade both the sub-epicardium and the myocardium, whereas lymphatic vessels always grow in intimate contact with the epicardium, without entering the myocardium. This view is in agreement with the strong expression of the lymphatic endothelial cell guidance cytokine CXCL12 in the epicardium, together with VEGFC and VEGFD (Cavallero et al, 2015; Chen et al, 2014). Interestingly, the CXCL12/CXCR4 axis has recently been shown important for lymphangiogenesis and able to regulate the levels of VEGFR3 in LECS (Do et al, 2024). Another potential epicardial-derived cell population contributing to lymphangiogenesis through VEGFC/D production is the smooth muscle of the coronary vessels, however, single-cell transcriptomics has shown that smooth muscle cells express low levels of VEGFC compared to epicardium and fibroblasts (Feng et al, 2022). Furthermore, smooth muscle of the coronary vessels at the base of the ventricles mostly originates from neural crest and second heart field and therefore, their influence on lymphangiogenesis through VEGFC/D production would be intact in epicardial mutants; nonetheless, coronary lymphatics are fully eliminated from the base of the ventricles in *Tbx18*^*Cre*^ VEGFC mutants. These considerations, together with the lack of association of lymphatic vessels with great coronary blood vessels and their subepicardial location during pre-natal heart development strongly suggest that vascular smooth muscle does not play a significant role in the establishment of coronary lymphangiogenesis.

We also uncovered a sex-specific requirement for VEGFD in the heart, however, the role of VEGFD is only revealed in a defective VEGFC background, indicating that VEGFC alone is sufficient to drive coronary lymphangiogenesis in both males and females. Why males are insensitive to VEGFD deletion is difficult to characterize and may relate to sex-specific sensitivity to VEGFD signaling.

Finally, we report that the ventral subepicardium appears to be a more lymphangiogenic environment than the dorsal one, which may underlie differential affection of dorsal and ventral lymphatic vessels to mutations. The apparently different requirements of VEGFC and VEGFD in ventral versus dorsal lymphangiogenesis may also relate to the recent discovery of the contribution of second heart field precursors exclusively to the ventral coronary lymphatic endothelium (Lioux et al, 2020). The different origins of LECs in the ventral versus the dorsal side of the ventricles may determine intrinsic differential sensitivities of the ventral and dorsal lymphatic vasculatures to VEGFC and VEGFD, however, here we could not relate this differential sensitivity to differential expression of VEGFR3, so further studies will be required to elucidate this aspect.

In summary, we report a cardiac-specific mechanism of lymphatic vasculature development that relies on essential and redundant contributions of epicardial VEGFC and VEGFD to coronary lymphangiogenesis.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental models**		
*Wt1*^*Cre*^ (*Mus musculus*)	Wessels et al, 2012	N/A
*Tbx18*^*Cre*^ (*Mus musculus*)	Cai et al, 2008	MGI:3801041
*Rosa26*^*tdtmt*^ (*Mus musculus*)	Madisen et al, 2010	MGI:3809523
*Vegfc*^*flox*^ (*Mus musculus*)	Lim et al, 2019	N/A
*Eef1a1*^*VegfcGOF*^(*Mus musculus*)	Pichol-Thievend et al, 2018	N/A
*Vegfd*^*–*^ (*Mus musculus*)	This study	Methods and Protocols
**Antibodies**		
CX-40	Alpha Diagnostics	CX40-A
EMCN eFluor660	eBioscience^TM^	50-5851-82
LYVE1	ReliaTech	03-PA50S
PROX1	R&D systems	AF2727
SM22α	Abcam	ab14106
VEGFD	Cusabio CSB-	CSB-PA07554A0Rb
VEGFR3	R&D Systems	AF743
CXCL12	R&D Systems	MAB350
Goat anti-Rabbit 405	Thermo Fisher	A31556
Goat anti-Rabbit 488	Life Technologies^TM^	A11034
Donkey anti-Rabbit 488	Molecular Probes	A21206
Goat anti-Rabbit 633	Life Technologies^TM^	A21071
Donkey anti-Rabbit 633	Sigma	SAB4600132
Donkey anti-Rabbit Cy5	Jackson Immuno	711-495-152
Goat anti-Rat 488	Thermo Fisher	A11006
Donkey anti-Rat 488	Molecular Probes	A21208
Donkey anti-Rat Cy5	Jackson Immuno	712-175-150
Donkey anti-Goat 488	Thermo Fisher	A11055
Donkey anti-Goat 647	Thermo Fisher	A21447
Goat anti-Mouse 633	Life Technologies^TM^	A21052
**Oligonucleotides and other sequence-based reagents**		
Fw flanking Vegfd exon 3	This study	Methods and Protocols
Rev flanking Vegfd exon 3	This study	Methods and Protocols
Fw flanking Vegfd exon 4	This study	Methods and Protocols
Rev flanking Vegfd exon 4	This study	Methods and Protocols
Fw flanking Vegfd exons 3 and 4	This study	Methods and Protocols
Rev flanking Vegfd exons 3 and 4	This study	Methods and Protocols
sgRNA targeted to Vegfd exon 2	This study	Methods and Protocols
sgRNA targeted to Vegfd exon 2	This study	Methods and Protocols
sgRNA targeted to Vegfd exon 4	This study	Methods and Protocols
sgRNA targeted to Vegfd exon 4	This study	Methods and Protocols
**Chemicals, Enzymes and other reagents**		
Evolve-KSOM medium	Zenith Biotech	ZEKS-050
S.p. HiFi Cas9 Nuclease V3	IDT Alt-R®	1081060
KCl	Sigma	P9541
Sucrose	Sigma	16104
Gelatin	Sigma	G2500
Isopentane	Sigma	1060561000
Triton X-100	Sigma	T9284
TNB blocking reagent	Perkin-Elmer	FP1012
Tween-20	Sigma	P9416
Fluorescence mounting medium	Dako	s3023
RNeasy Micro kit	Qiagen	74004
NEBNext Ultra RNA Library preparation kit	New England Biolabs	NEB #E7770
**Software**		
ImageJ	https://imagej.net/ij/	Version 1.54 g
bcl2fastq	Illumina	v2.20.0.422
FastQC	http://www.bioinformatics.babraham.ac.uk/projects/fastqc/	Version 0.12.0
Cutadapt	Martin, 2011	Version 1.7.1
RSEM	https://github.com/deweylab/RSEM	v1.2.20
Bioconductor package LIMMA	Ritchie et al, 2015	Version 3.20

### Mouse lines

Animals were handled in accordance with CNIC Ethics Committee, Spanish laws and the EU Directive 2010/63/EU for the use of animals in research. All mouse experiments were approved by the CNIC and Universidad Autónoma de Madrid Committees for “Ética y Bienestar Animal” and the area of “Protección Animal” of the Community of Madrid with references PROEX 220/15 and PROEX 144.1/21 For this study, mice were maintained on a mixed background. Mouse experiments performed at Northwestern University were performed in accordance with protocols approved by Northwestern University Institutional Animal Care and Use Committee. The mouse alleles used here and already described were: *Wt1*^*Cre*^ (Wessels et al, 2012), *Tbx18*^*Cre*^ (Cai et al, 2008), *Rosa26*^*tdtmt*^ (Madisen et al, 2010), *Vegfc*^*flox*^ (Lim et al, 2019), *Eef1a1*^*VegfcGOF*^ (Pichol-Thievend et al, 2018).

A new *Vegfd knockout* line was generated using CRISPR-Cas9 technology. Four sgRNAs that recognized *Vegfd* genomic sequences were designed using the CRISPOR web tool (Concordet and Haeussler, 2018): two sgRNAS to target intron 2 (A and B), and two to target intron 4 (C and D). sgRNA-coding sequences (A) TAGGTTAAGTTCCCATATAGTGG; (B) GCGTCATGAAAAGCATGTCAGGG; (C) ATGCCTGTATAATGGGTAAAGG; (D) GTGCAACACATGTCTTTCTG AGG. The four sgRNAs were used simultaneously. Around 3.4 kb of *Vegfd* gene from intron 2 to intron 4 and including exon 3, intron 3 and exon 4 were deleted. Exons 3–4 code for VEGFD amino acids 106 to 218. To generate mouse mutants carrying the deletion ten 3 to 5-weeks old C57BL/6JCrl females were superovulated by injection of 5 IU of PMSG and 48 h later with 5 IU of hCG. Females were then crossed with C57BL/6JCrl males and the next morning they were checked for positive plug. Fertilized zygotes were retrieved and incubated at 37 °C with 5% CO_2_/5% O_2_ in Evolve-KSOM medium (Zenith Biotech ZEKS-050) for pronuclear microinjection of 1–2 pL containing 100 μg of Cas9 protein (IDT Alt-R® S.p. HiFi Cas9 Nuclease V3, 1081060) and 0.305 μM of each sgRNA (A to D) (IDT Alt-R® CRISPR-Cas9 sgRNA). Injected embryos were then incubated in Evolve-KSOM medium at 37 °C and 5% CO_2_/5% O_2_ overnight. The next morning, the embryos at two-cell stage were transferred to CD-1 pseudopregnant females. 5 microinjected animals were obtained at weaning and 3 of them had exons 3 and 4 deleted and were used to establish the mouse line. For genotyping, the following primers were used: To detect the deletion of Exon 3: Fw1: GTGCTATCCAGCTGTAGCCT; Rv1: CCCCTGAGCCTGTTTCTTTACT; To detect the deletion of Exon 4: Fw2: GGGCAAAAATGCAGATGGTGG; Rv2: GATCCTCAAGGTTTTGGGTCCT; To detect the total deletion of both, exon 3 and exon 4: Fw1: GTGCTATCCAGCTGTAGCCT; Rv2: GATCCTCAAGGTTTTGGGTCCT. The specific deletions obtained were characterized by Sanger DNA sequencing. We confirmed that the mutant sequences aligned with the flanking regions of *Vegfd* exons 3 and 4 and contained deletions from 276 bp upstream exon 3 to 67 bp downstream exon 4 (2 founders) or from 272 bp upstream exon 3 to 90 bp downstream exon 4 (1 founder). Females were maintained in heterozygosity and the males in hemizygosity. These animals were crossed and maintained in a C57BL/6 background. Mouse strains described here are available upon request.

Except for *Vegfd*-KO line, mice were genotyped by PCR as described in the original reports. Male and female mice older than 8 weeks of age were used for mating. Experimental specimens were retrieved during gestation and sex-determined by PCR for *Vegfd*-KO and *Vegfd*-KO;*Vegfc*-KO embryos.

### Embryo and organ retrieval

The morning in which the vaginal plug was detected was considered as embryonic day 0.5 (E0.5). Pregnant females were sacrificed by CO_2_ inhalation followed by cervical dislocation. Embryos were dissected in PBS with a sprinkle of Heparin (ROVI 1000 IU/mL). Fetuses were decapitated and placed in a 50 mM KCl (Sigma P9541) solution in PBS with heparin to stop the hearts in diastole and avoid clotting before dissection. Hearts were dissected and fixed in PFA 4% in PBS overnight at 2 °C. The tip of the tail was used to genotype specimens.

### Tissue sectioning and immunostaining

Hearts were washed in PBS after fixation and cryoprotected in 15% sucrose (Sigma, 16104) PBS overnight at 4 °C. The next morning, sucrose was removed and a 37 °C pre-heated solution of 7.5% gelatin (Sigma, G2500), 15% sucrose in PBS was added. Hearts were incubated in this solution for at least 4 h and then allowed to solidify at 4 °C overnight. Gelatin blocks were snap-frozen in a −70 °C solution of isopentane (Sigma, 1060561000) for 1 min. The frozen blocks were kept at −80 °C until sectioned. 8-μm-thick cryo-sections were made using a Leica CM1950 automated Cryostat and stored at −20 °C until used. Slides were thawed at room temperature and gelatin was removed from the slides by two 10-min washes with PBS at 37 °C and a quick wash with room-temperature (RT) PBS. Sections were then permeabilised with 0.5% Triton X-100 (Sigma T9284) in PBS for 30 min at RT, followed by PBS washing and treated with TNB blocking reagent (Perkin Elmer, FP1012) for 1 h at RT. The sections were then incubated with primary-antibody dilutions prepared in the same TNB blocking solution within a humid chamber at 4 °C overnight. Secondary antibodies were incubated for 1 h at RT. Slides were washed with 0.01% Tween-20 (Sigma P9416) in PBS several times between the previous steps. Slides were mounted with Dako fluorescence mounting medium (s3023).

### Antibodies

CX-40: Alpha Diagnostics CX40-A, Rabbit 1:200; EMCN eFluor660 eBioscience^TM^ 50-5851-82, Rat 1:100/1:200; LYVE1 ReliaTech 03-PA50S, Rabbit 1:200; PROX1 R&D systems AF2727, Goat 1:200; SM22α abcam ab14106, Rabbit 1:200; VEGFD Cusabio CSB-PA07554A0Rb, Rabbit 1:200; VEGFR3 R&D Systems AF743, Goat 1:100/1:200; CXCL12 R&D Systems MAB350, Mouse 1:100.

### Whole-mount immunofluorescence

For hearts, after fixation and subsequent wash with PBS, all the following steps were performed at 4 °C in a rotating wheel. 500 μL were added at each step, except for the washes that were performed in a 50 ml Falcon tube. Protocol: Permeabilization for 2 days in 0.5% Triton X-100 in PBS was followed by 2-h wash with PBS. TNB blocking was performed over day and primary antibody incubation for 3 days followed by several washes over day with 0.01% Tween 20 in PBS. Secondary antibodies were incubated from overnight to 2 days, depending on the antigen and cardiac stage. Finally, hearts were thoroughly washed with 0.01% Tween 20 in PBS followed by PBS to remove detergent. To improve image acquisition while preserving fluorescence, hearts were mildly clarified with increasing glycerol concentrations starting at 20% glycerol in PBS up to 80%. For immunofluorescences of Fig. 2, the blocking solution was 3% BSA, 0.1% Triton, and 5% donkey serum in PBS.

### Image acquisition and quantification

Whole-mount and cardiac sections immunofluorescence were acquired with a Nikon W1 Spinning Disk inverted confocal microscope for Fig. 2A–E’. For the rest of the images, a Leica TCS SP8 coupled to a DMi8 inverted microscope was used with Navigator module and equipped with a white light laser. Images were analyzed and quantifications were made using ImageJ (http://rsb.info.nih.gov/ij). Maximum projections were acquired using TileScan and z-stack functions. The Maximum Projection of equivalent z-stacks for the different hearts was used for quantification. We used the Freehand selection tool of ImageJ to select the whole ventral or dorsal ventricular surfaces and the area covered by Lymphatic vessels. For LYVE1 whole-mount quantifications of Vegfd-KOs, Vegfc-GOF and VEGFC-KO;VEGFD-KO hearts, a macro was used to quantify lymphatic coverage. This included several steps: duplicate channel of interest, median filter, binary conversion to Mask, analyze particles tool to remove smaller particles (macrophages) and finally, after creating a raw selection, manual curation using the Freehand selection tool. To quantify the total lymphatic length the Freehand line tool was used to draw lines running medial along each lymphatic branch. Total length was obtained by adding the length of every branch. Bifurcations were manually counted, considering each intersection point of two or more lymphatic branches.

### RNAseq analysis

The epicardium/subepicardium was dissected as previously described (Lioux et al, 2020) and quickly frozen in separate 1.5 ml Eppendorf tubes on dry ice. For mRNA isolation, samples from at least three different litters were used. As low RNA amount from one single epicardial layer was expected, two dissected epicardia of the same genotype were pooled together. Therefore, the three biological replicates per genotype represent six different hearts pooled by pairs. RNA was then purified from each pool using RNeasy Micro kit (Qiagen 74004). 40 ng of total RNA were used to generate barcoded RNA-seq libraries using the NEBNext Ultra RNA Library preparation kit (New England Biolabs). Briefly, poly A + RNA was purified using poly-T oligo-attached magnetic beads followed by fragmentation and then first and second cDNA strand synthesis. Next, cDNA 3’ ends were adenylated and the adapters were ligated followed by PCR library amplification. Finally, the size of the libraries was checked using the Agilent 2100 Bioanalyzer DNA 1000 chip and their concentration was determined using the Qubit® fluorometer (Life Technologies). Libraries were sequenced on a HiSeq2500 (Illumina) to generate 60 bases single reads and processed with RTA v1.18.66.3. FastQ files for each sample were obtained using bcl2fastq v2.20.0.422 software (Illumina). The raw data analysis of RNA-seq data were generated by CNIC Bioinformatics unit. Read quality was assessed with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Illumina adapter sequences were trimmed with Cutadapt 1.7.1 (Martin, 2011), which also discarded reads that were shorter than 30 bp. The resulting reads were mapped against the mouse transcriptome (GRCm38, release 91; aug2017 archive) and quantified using RSEM v1.2.20. Data were then processed with a differential expression analysis pipeline that used Bioconductor package LIMMA (Ritchie et al, 2015) for normalization and differential expression testing. Genes with at least 1 count per million in at least 3 samples were considered for statistical analysis. We considered as differentially expressed those genes with Benjamin-Hochberg adjusted *p*-value < 0.05. Fold change and log (ratio) values were calculated to represent gene expression differences between conditions. For pathways analysis, the Ingenuity Pathway Analysis software was used.

### Statistics

The details of each test used are specified in Figure legends. As a general rule, Mann–Whitney two-tailed test was performed to compare two groups of quantitative data. One-way ANOVA was performed to compare more than two groups of quantitative data with one independent variable, after a normality test (Kolmogorov–Smirnov) was found positive for all samples. Data is indicated as mean ± SEM of the individual plotted values. All comparisons and graphs were made using GraphPad Prism 9 statistical analysis software. In all cases *P*-values were two-tailed and adjusted by Sidak’s correction for multiple measurements. Values of *p* ≥ 0.05 were considered non-significant. No blinding was used in the experiments.

## Supplementary information

Peer Review File

Expanded View Figures

## Data Availability

Sequencing data have been deposited to GEO with accession number GSE284800. Source data are available at Mendeley (https://data.mendeley.com/datasets/4dhff9k2xb/2). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00431-7.

## References

[CR1] Achen MG, Jeltsch M, Kukk E, Mkinen T, Vitali A, Wilks AF, Alitalo K, Stacker SA (1998) Vascular endothelial growth factor D (VEGF-D) is a ligand for the tyrosine kinases VEGF receptor 2 (Flk1) and VEGF receptor 3 (Flt4). Proc Natl Acad Sci USA 95:548–5539435229 10.1073/pnas.95.2.548PMC18457

[CR2] Baldwin ME, Halford MM, Roufail S, Williams RA, Hibbs ML, Grail D, Kubo H, Stacker SA, Achen MG (2005) Vascular endothelial growth factor D is dispensable for development of the lymphatic system. Mol Cell Biol 25:2441–244915743836 10.1128/MCB.25.6.2441-2449.2005PMC1061605

[CR3] Bower NI, Vogrin AJ, Le Guen L, Chen H, Stacker SA, Achen MG, Hogan BM (2017) Vegfd modulates both angiogenesis and lymphangiogenesis during zebrafish embryonic development. Development 144:507–51828087639 10.1242/dev.146969

[CR4] Brakenhielm E, Alitalo K (2019) Cardiac lymphatics in health and disease. Nat Rev Cardiol 16:56–6830333526 10.1038/s41569-018-0087-8

[CR5] Cahill TJ, Sun X, Ravaud C, Villa Del Campo C, Klaourakis K, Lupu IE, Lord AM, Browne C, Jacobsen SEW, Greaves DR et al (2021) Tissue-resident macrophages regulate lymphatic vessel growth and patterning in the developing heart. Development 148:dev19456333462113 10.1242/dev.194563PMC7875498

[CR6] Cai CL, Martin JC, Sun Y, Cui L, Wang L, Ouyang K, Yang L, Bu L, Liang X, Zhang X et al (2008) A myocardial lineage derives from Tbx18 epicardial cells. Nature 454:104–10818480752 10.1038/nature06969PMC5540369

[CR7] Cavallero S, Shen H, Yi C, Lien CL, Kumar SR, Sucov HM (2015) CXCL12 signaling is essential for maturation of the ventricular coronary endothelial plexus and establishment of functional coronary circulation. Dev Cell 33:469–47726017771 10.1016/j.devcel.2015.03.018PMC4448078

[CR8] Cha YR, Fujita M, Butler M, Isogai S, Kochhan E, Siekmann AF, Weinstein BM (2012) Chemokine signaling directs trunk lymphatic network formation along the preexisting blood vasculature. Dev cell 22:824–83622516200 10.1016/j.devcel.2012.01.011PMC4182014

[CR9] Chen HI, Sharma B, Akerberg BN, Numi HJ, Kivela R, Saharinen P, Aghajanian H, McKay AS, Bogard PE, Chang AH et al (2014) The sinus venosus contributes to coronary vasculature through VEGFC-stimulated angiogenesis. Development 141:4500–451225377552 10.1242/dev.113639PMC4302936

[CR10] Christoffels VM, Grieskamp T, Norden J, Mommersteeg MT, Rudat C, Kispert A (2009) Tbx18 and the fate of epicardial progenitors. Nature 458:E8–919369973 10.1038/nature07916

[CR11] Concordet JP, Haeussler M (2018) CRISPOR: intuitive guide selection for CRISPR/Cas9 genome editing experiments and screens. Nucleic Acids Res 46:W242–W24529762716 10.1093/nar/gky354PMC6030908

[CR12] Coso S, Bovay E, Petrova TV (2014) Pressing the right buttons: signaling in lymphangiogenesis. Blood 123:2614–262424608974 10.1182/blood-2013-12-297317

[CR13] Do LNH, Delgado E, Lim CG, Bkhache M, Peluzzo AM, Hua Y, Oza M, Mohsin S, Chen H, Autieri MV et al (2024) A neuro-lymphatic communication guides lymphatic development by CXCL12 and CXCR4 signaling. Development 151:dev20290139470100 10.1242/dev.202901PMC11634036

[CR14] Feng W, Bais A, He H, Rios C, Jiang S, Xu J, Chang C, Kostka D, Li G (2022) Single-cell transcriptomic analysis identifies murine heart molecular features at embryonic and neonatal stages. Nat Commun 13:796036575170 10.1038/s41467-022-35691-7PMC9794824

[CR15] Flaht A, Jankowska-Steifer E, Radomska DM, Madej M, Gula G, Kujawa M, Ratajska A (2012) Cellular phenotypes and spatio-temporal patterns of lymphatic vessel development in embryonic mouse hearts. Dev Dyn 241:1473–148622753134 10.1002/dvdy.23827

[CR16] Gancz D, Raftrey BC, Perlmoter G, Marin-Juez R, Semo J, Matsuoka RL, Karra R, Raviv H, Moshe N, Addadi Y et al (2019) Distinct origins and molecular mechanisms contribute to lymphatic formation during cardiac growth and regeneration. eLife 8:e4415331702554 10.7554/eLife.44153PMC6881115

[CR17] Haiko P, Makinen T, Keskitalo S, Taipale J, Karkkainen MJ, Baldwin ME, Stacker SA, Achen MG, Alitalo K (2008) Deletion of vascular endothelial growth factor C (VEGF-C) and VEGF-D is not equivalent to VEGF receptor 3 deletion in mouse embryos. Mol Cell Biol 28:4843–485018519586 10.1128/MCB.02214-07PMC2493372

[CR18] Harrison MR, Feng X, Mo G, Aguayo A, Villafuerte J, Yoshida T, Pearson CA, Schulte-Merker S, Lien CL (2019) Late developing cardiac lymphatic vasculature supports adult zebrafish heart function and regeneration. eLife 8:e4276231702553 10.7554/eLife.42762PMC6881116

[CR19] Henri O, Pouehe C, Houssari M, Galas L, Nicol L, Edwards-Levy F, Henry JP, Dumesnil A, Boukhalfa I, Banquet S et al (2016) Selective stimulation of cardiac lymphangiogenesis reduces myocardial edema and fibrosis leading to improved cardiac function following myocardial infarction. Circulation 133:1484–149726933083 10.1161/CIRCULATIONAHA.115.020143

[CR20] Hussmann M, Schulte D, Weischer S, Carlantoni C, Nakajima H, Mochizuki N, Stainier DYR, Zobel T, Koch M, Schulte-Merker S (2023) Svep1 is a binding ligand of Tie1 and affects specific aspects of facial lymphatic development in a Vegfc-independent manner. eLife 12:e8296937097004 10.7554/eLife.82969PMC10129328

[CR21] Karkkainen MJ, Haiko P, Sainio K, Partanen J, Taipale J, Petrova TV, Jeltsch M, Jackson DG, Talikka M, Rauvala H et al (2004) Vascular endothelial growth factor C is required for sprouting of the first lymphatic vessels from embryonic veins. Nat Immunol 5:74–8014634646 10.1038/ni1013

[CR22] Karkkainen MJ, Saaristo A, Jussila L, Karila KA, Lawrence EC, Pajusola K, Bueler H, Eichmann A, Kauppinen R, Kettunen MI et al (2001) A model for gene therapy of human hereditary lymphedema. Proc Natl Acad Sci USA 98:12677–1268211592985 10.1073/pnas.221449198PMC60113

[CR23] Karunamuni G, Yang K, Doughman YQ, Wikenheiser J, Bader D, Barnett J, Austin A, Parsons-Wingerter P, Watanabe M (2010) Expression of lymphatic markers during avian and mouse cardiogenesis. Anat Rec 293:259–27010.1002/ar.21043PMC360731919938109

[CR24] Klaourakis K, Vieira JM, Riley PR (2021) The evolving cardiac lymphatic vasculature in development, repair and regeneration. Nat Rev Cardiol 18:368–37933462421 10.1038/s41569-020-00489-xPMC7812989

[CR25] Klotz L, Norman S, Vieira JM, Masters M, Rohling M, Dube KN, Bollini S, Matsuzaki F, Carr CA, Riley PR (2015) Cardiac lymphatics are heterogeneous in origin and respond to injury. Nature 522:62–6725992544 10.1038/nature14483PMC4458138

[CR26] Lim HY, Thiam CH, Yeo KP, Bisoendial R, Hii CS, McGrath KC, Tan KW, Heather A, Alexander JS, Angeli V (2013) Lymphatic vessels are essential for the removal of cholesterol from peripheral tissues by SR-BI-mediated transport of HDL. Cell Metab 17:671–68423663736 10.1016/j.cmet.2013.04.002

[CR27] Lim L, Bui H, Farrelly O, Yang J, Li L, Enis D, Ma W, Chen M, Oliver G, Welsh JD et al (2019) Hemostasis stimulates lymphangiogenesis through release and activation of VEGFC. Blood 134:1764–177531562136 10.1182/blood.2019001736PMC6856989

[CR28] Lioux G, Liu X, Temiño S, Oxendine M, Ayala E, Ortega S, Kelly RG, Oliver G, Torres M (2020) A second heart field-derived vasculogenic niche contributes to cardiac lymphatics. Dev Cell 52:350–363.e35631928974 10.1016/j.devcel.2019.12.006PMC7374559

[CR29] Liu X, De la Cruz E, Gu X, Balint L, Oxendine-Burns M, Terrones T, Ma W, Kuo HH, Lantz C, Bansal T et al (2020) Lymphoangiocrine signals promote cardiac growth and repair. Nature 588:705–71133299187 10.1038/s41586-020-2998-xPMC7770123

[CR30] Madisen L, Zwingman TA, Sunkin SM, Oh SW, Zariwala HA, Gu H, Ng LL, Palmiter RD, Hawrylycz MJ, Jones AR et al (2010) A robust and high-throughput Cre reporting and characterization system for the whole mouse brain. Nat Neurosci 13:133–14020023653 10.1038/nn.2467PMC2840225

[CR31] Martin M (2011) Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet 17:10–12

[CR32] Maruyama K, Miyagawa-Tomita S, Mizukami K, Matsuzaki F, Kurihara H (2019) Isl1-expressing non-venous cell lineage contributes to cardiac lymphatic vessel development. Dev Biol 452:134–14331112709 10.1016/j.ydbio.2019.05.002

[CR33] Maruyama K, Naemura K, Arima Y, Uchijima Y, Nagao H, Yoshihara K, Singh MK, Uemura A, Matsuzaki F, Yoshida Y et al (2021) Semaphorin3E-PlexinD1 signaling in coronary artery and lymphatic vessel development with clinical implications in myocardial recovery. iScience 24:10230533870127 10.1016/j.isci.2021.102305PMC8041864

[CR34] Milasan A, Dallaire F, Mayer G, Martel C (2016) Effects of LDL receptor modulation on lymphatic function. Sci Rep 6:2786227279328 10.1038/srep27862PMC4899717

[CR35] Nurmi H, Saharinen P, Zarkada G, Zheng W, Robciuc MR, Alitalo K (2015) VEGF-C is required for intestinal lymphatic vessel maintenance and lipid absorption. EMBO Mol Med 7:1418–142526459520 10.15252/emmm.201505731PMC4644375

[CR36] Paquet-Fifield S, Levy SM, Sato T, Shayan R, Karnezis T, Davydova N, Nowell CJ, Roufail S, Ma GZ, Zhang YF et al (2013) Vascular endothelial growth factor-d modulates caliber and function of initial lymphatics in the dermis. J Invest Dermatol 133:2074–208423439394 10.1038/jid.2013.83

[CR37] Pichol-Thievend C, Betterman KL, Liu X, Ma W, Skoczylas R, Lesieur E, Bos FL, Schulte D, Schulte-Merker S, Hogan BM et al (2018) A blood capillary plexus-derived population of progenitor cells contributes to genesis of the dermal lymphatic vasculature during embryonic development. Development 145:dev16018429773646 10.1242/dev.160184PMC6001371

[CR38] Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK (2015) limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res 43:e4725605792 10.1093/nar/gkv007PMC4402510

[CR39] Trincot CE, Xu W, Zhang H, Kulikauskas MR, Caranasos TG, Jensen BC, Sabine A, Petrova TV, Caron KM (2019) Adrenomedullin induces cardiac lymphangiogenesis after myocardial infarction and regulates cardiac edema via Connexin 43. Circ Res 124:101–11330582443 10.1161/CIRCRESAHA.118.313835PMC6318063

[CR40] Tyser RCV, Ibarra-Soria X, McDole K, Arcot Jayaram S, Godwin J, van den Brand TAH, Miranda AMA, Scialdone A, Keller PJ, Marioni JC et al (2021) Characterization of a common progenitor pool of the epicardium and myocardium. Science 371:eabb298633414188 10.1126/science.abb2986PMC7615359

[CR41] Vaahtomeri K, Karaman S, Makinen T, Alitalo K (2017) Lymphangiogenesis guidance by paracrine and pericellular factors. Genes Dev 31:1615–163428947496 10.1101/gad.303776.117PMC5647933

[CR42] Vieira JM, Norman S, Villa Del Campo C, Cahill TJ, Barnette DN, Gunadasa-Rohling M, Johnson LA, Greaves DR, Carr CA, Jackson DG et al (2018) The cardiac lymphatic system stimulates resolution of inflammation following myocardial infarction. J Clin Investig 128:3402–341229985167 10.1172/JCI97192PMC6063482

[CR43] Villa del Campo C, Lioux G, Carmona R, Sierra R, Munoz-Chapuli R, Claveria C, Torres M (2016) Myc overexpression enhances of epicardial contribution to the developing heart and promotes extensive expansion of the cardiomyocyte population. Sci Rep 6:3788027934852 10.1038/srep37880PMC5146727

[CR44] Vivien CJ, Pichol-Thievend C, Sim CB, Smith JB, Bower NI, Hogan BM, Hudson JE, Francois M, Porrello ER (2019) Vegfc/d-dependent regulation of the lymphatic vasculature during cardiac regeneration is influenced by injury context. NPJ Regen Med 4:1831452940 10.1038/s41536-019-0079-2PMC6706389

[CR45] Wessels A, van den Hoff MJ, Adamo RF, Phelps AL, Lockhart MM, Sauls K, Briggs LE, Norris RA, van Wijk B, Perez-Pomares JM et al (2012) Epicardially derived fibroblasts preferentially contribute to the parietal leaflets of the atrioventricular valves in the murine heart. Dev Biol 366:111–12422546693 10.1016/j.ydbio.2012.04.020PMC3358438

[CR46] Wigle JT, Oliver G (1999) Prox1 function is required for the development of the murine lymphatic system. Cell 98:769–77810499794 10.1016/s0092-8674(00)81511-1

[CR47] Witte MH, Dumont AE, Clauss RH, Rader B, Levine N, Breed ES (1969) Lymph circulation in congestive heart failure: effect of external thoracic duct drainage. Circulation 39:723–7335785287 10.1161/01.cir.39.6.723

[CR48] Zheng W, Aspelund A, Alitalo K (2014) Lymphangiogenic factors, mechanisms, and applications. J Clin Investig 124:878–88724590272 10.1172/JCI71603PMC3934166

# Supplementary material for: Epicardial VEGFC/D signaling is essential for coronary lymphangiogenesis
**Source:** EMBO Rep. 2025 Mar 24;26(11):2803–18. doi: 10.1038/s44319-025-00431-7
**Supplement:** Supplementary file 2 — Expanded View Figures

## Expanded View Figures

### Figure EV1. Characterization of epicardial roles in Lymphangiogenesis.

(A) Heart weight to body weight ratios (H/BW) in Control (*Vegf<sup>fl/fl</sup>*) and epicardial *Vegfc* KO (*WT<sup>Cre</sup>;Vegf<sup>fl/fl</sup>*) hearts at postnatal day 20 (P20). (B) RNAseq quantification of *Cre* mRNA expression in dissected epicardial/subepicardial region from *Tbx18<sup>Cre</sup>* or *WT<sup>Cre</sup>* hearts. CPMs: counts per million. (C) RNAseq quantification of *Vegfc* mRNA exon 3 expression in dissected epicardial/subepicardial region from Control, *Tbx18<sup>Cre</sup>; Vegf<sup>fl/fl</sup>* or *WT<sup>Cre</sup>; Vegf<sup>fl/fl</sup>* hearts (RPKM: Reads Per Kilobase Million). Statistics in (A), (B), according to the linear modeling in the LIMMA analysis software for RNAseq analysis (see Methods). Benjamini-Hochberg adjusted *P*-values are shown. Graphs show mean  $\pm$  standard deviation. Each dot represents one biological specimen. *N* = 6 control and 5 *Vegfc*—/— hearts in (A) and (B). Statistics in (C): one-way ANOVA with Sidak's correction for multiple comparisons. Graphs show mean  $\pm$  standard deviation. Each dot represents one biological specimen. *N* = 8 control, 3 *WT<sup>Cre</sup>;Vegf<sup>fl/fl</sup>* and 5 *Tbx18<sup>Cre</sup>;Vegf<sup>fl/fl</sup>* hearts. (D) Detection of VEGFR3 expression by whole-mount immunofluorescence in wild type E16.5 Hearts. (E) Quantification of the mean intensity of VEGFR3 signal in coronary lymphatic vessels of the dorsal and ventral sides of the hearts shown in (D). (F) Detection of VEGFD expression by whole-mount immunofluorescence in wild type E16.5 Hearts. (G) Quantification of the mean intensity of VEGFD signal in coronary lymphatic vessels of the dorsal and ventral sides of the hearts shown in (F). (H) Detection of Cxcl12 expression by whole-mount immunofluorescence in wild type E16.5 Hearts. (I) Quantification of the mean intensity of Cxcl12 signal in coronary lymphatic vessels of the dorsal and ventral sides of the hearts shown in (H). Statistics in (E, G, I): Wilcoxon matched-pairs signed rank test with two-tailed *P*-values. Non-significant results are not indicated. Graphs show mean  $\pm$  standard deviation. Each dot represents one biological specimen. *N* = 4 ventral sides and 5 dorsal sides in (E); 5 ventral and dorsal sides in (G) and 12 ventral and dorsal sides in (I). (J) Volcano plot representing the results of RNAseq comparing dorsal and ventral dissected epicardial/subepicardial regions from wild type E16.5 hearts. Genes encoding lymphangiogenic factors and differentially expressed appear highlighted in red. (K) Specific results from the RNAseq analysis shown in (J) for 22 selected genes encoding lymphangiogenic factors. Statistics in (J, K), according to the linear modeling in the LIMMA analysis software for RNAseq analysis (see Methods). Benjamini-Hochberg adjusted *P*-values are shown. When not shown, comparisons were not significant (*P*-value > 0.05). Scale bars 100  $\mu$ m. Each dot represents a biological replicate. *N* = 3 ventral and 3 dorsal sides for all gene expressions represented.

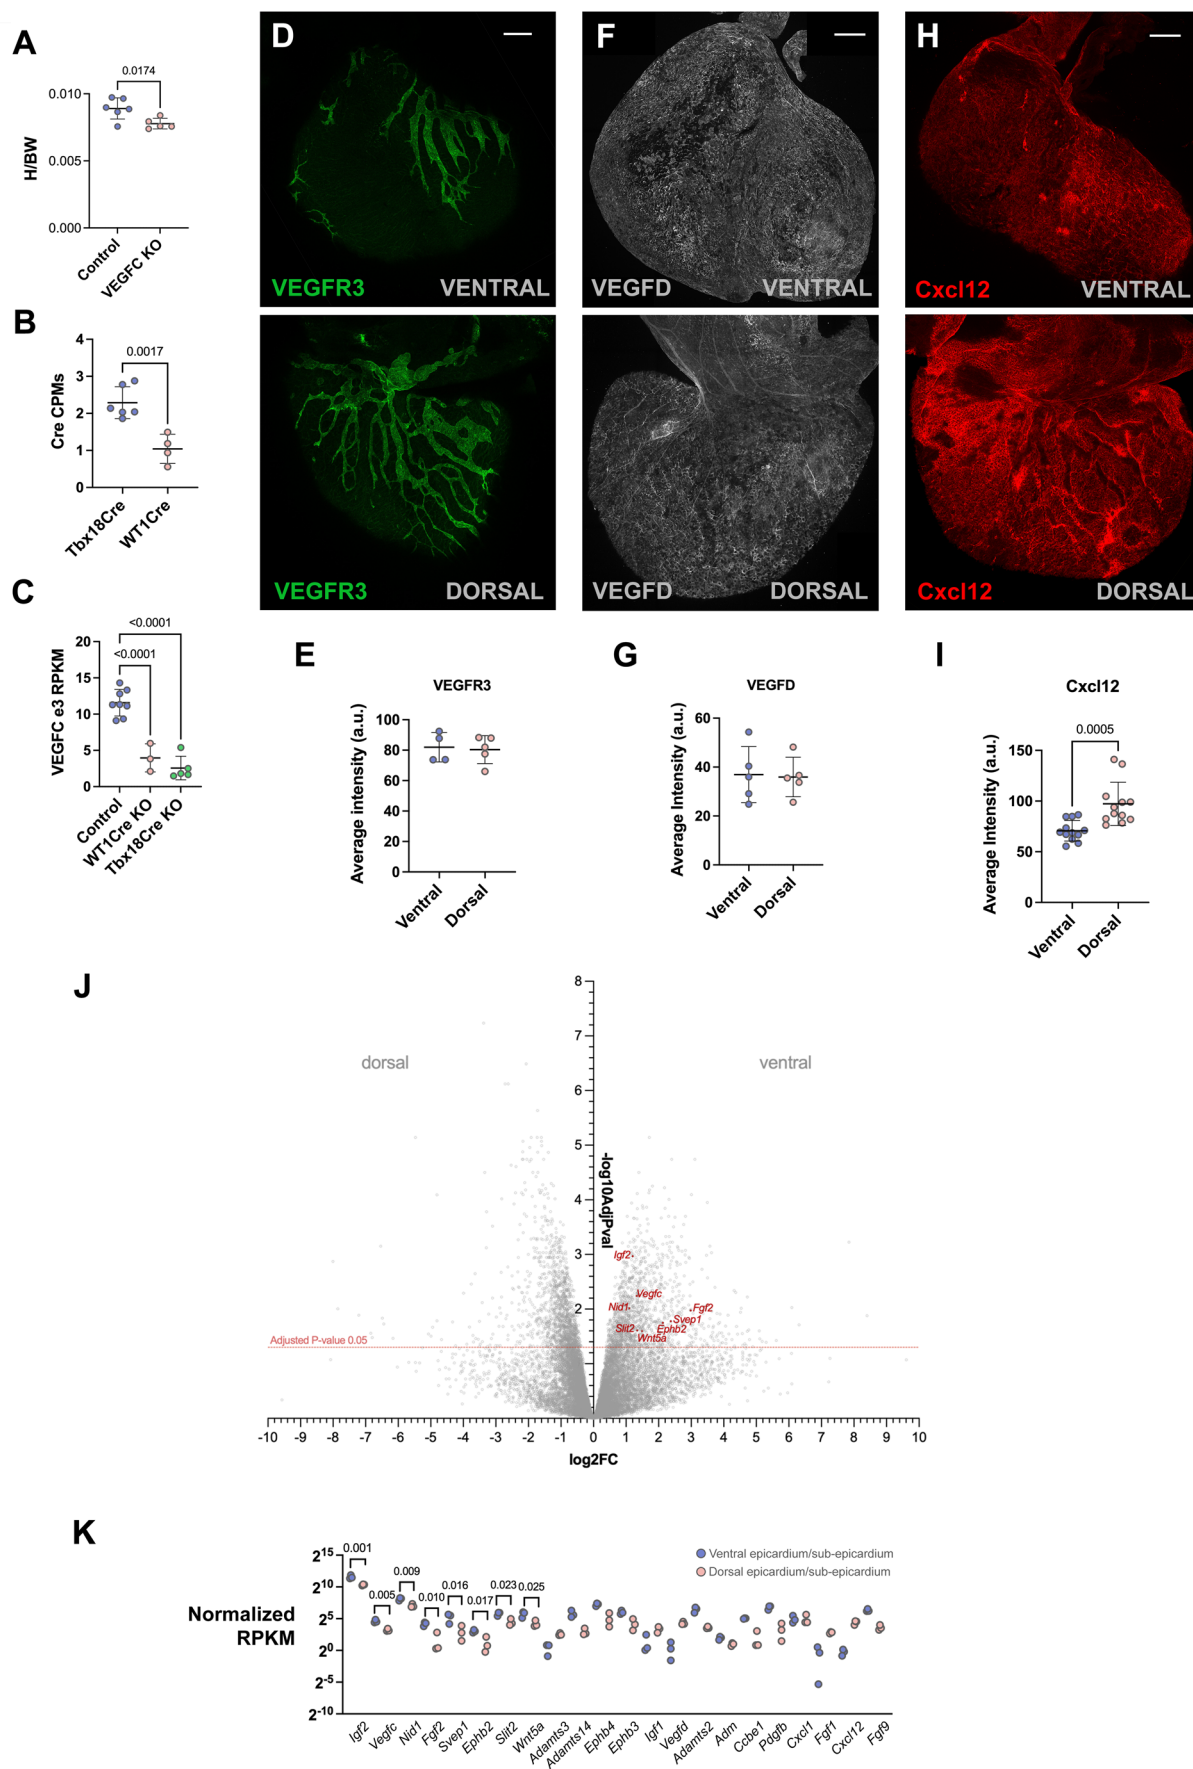

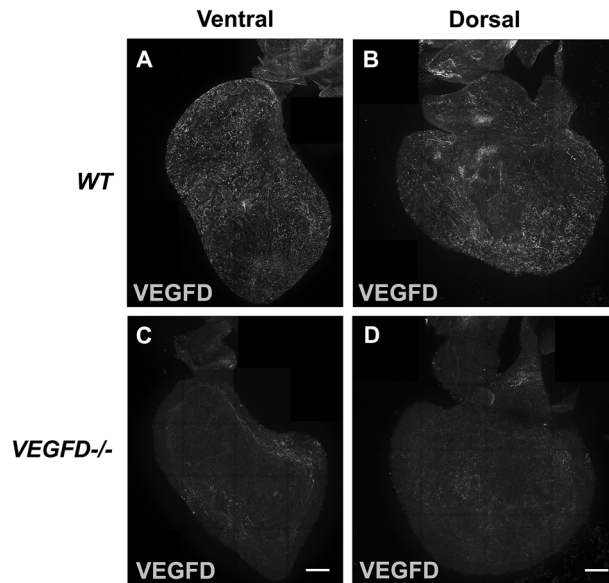

**Figure EV2. Characterization of VEGFD epicardial expression.**

(A, B) Detection of VEGFD expression by whole-mount immunofluorescence in wild type E16.5 hearts in ventral (A) and dorsal (B) views. The specimen in (A) is also shown as an example of the VEGFD expression pattern in Fig. 3A. (C, D) Equivalent detections in *Vegfd* knockout hearts.  $N = 5$  Control and 2 VEGFD KO hearts. Scale bars 100  $\mu\text{m}$ .

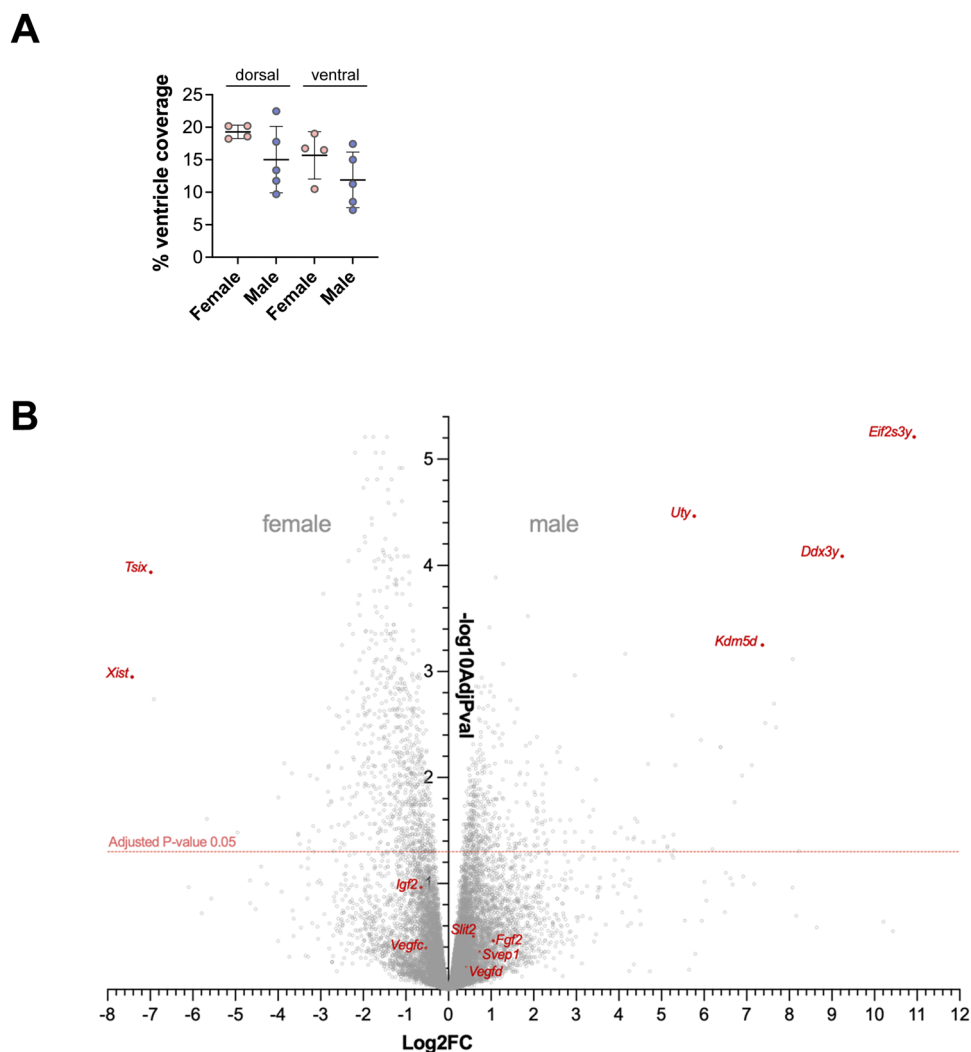

**Figure EV3. Analysis of sex-specific features of coronary lymphangiogenesis.**

(A) Quantification of lymphatic coverage on the ventricles of wild type E16.5 female and male hearts. Statistics: One-way ANOVA with Sidak's multiple comparison test (non-significant). Graphs show mean  $\pm$  standard deviation. Each dot represents one biological specimen.  $N = 4$  female and 5 male samples for both the dorsal and the ventral sides. (B) Volcano plot representing the results of RNAseq comparing female to male dissected epicardial/subepicardial regions from wild type E16.5 hearts. Genes encoding for Y-linked and X-chromosome inactivation-specific genes appear in red. Some lymphangiogenic factors showing non-significant differential expression are highlighted in red. Statistics in (B), according to the linear modeling in the LIMMA analysis software for RNAseq analysis (see Methods). Benjamini-Hochberg adjusted  $P$ -values are shown.

How the deposited data were processed for this re-analysis (not part of the article)

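RNA was measured in the dissected epicardial and subepicardial layer of mouse hearts at E16.5. Each of the 14 libraries comes from a pool of 2 hearts, made from poly(A) RNA and sequenced as single reads of 60 bases. There are 3 female ventral, 3 female dorsal, 4 male ventral and 3 male dorsal libraries. A further 1 male library is called dorsal in its title and source name and ventral in its tissue field. The last one has no settled region, so it entered no main regional test and was brought in only in alternatives, as dorsal or as ventral. The sample labels give the genotype Tbx18Cre for all of them, and the paper calls the hearts wild type. The paper's regional comparison was taken to be that of the female libraries, from their number on each side; male libraries were analysed beside them.

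According to the paper's methods, the authors trimmed adapters with Cutadapt, discarded short reads, quantified reads per gene with RSEM on the transcriptome of GRCm38, normalized with limma and kept genes with at least 1 CPM in at least 3 samples. The deposited signal is a normalized CPM for 15894 genes. Whole reads were recovered for 100.0% of the values (tolerance 0.02 reads) as reads with an offset over an effective library size, so the columns add up to between 960113 and 1089817. The filter was checked: 15870 of the genes reach 1 in at least 3 of the 14 libraries and 24 do so in only 2. Whether reads were assigned by strand is not stated. Of the listed identifiers, 15877 (99.9%) were found in GENCODE M21, which gave the positions, the GC content and the lengths; 15 have no gene name and 11 symbols belong to more than 1 identifier. No column of the table belongs to an unmapped sample. Reads on the listed genes ranged from 13918995 to 25221314 per library (median 20416778). A gene with 3 reads or fewer in a library was taken to be at the floor of detection.

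The tests used limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend) on log2 of the value plus a pseudocount of 1, over genes with a value of at least 1 in at least 3 libraries of the fit. P-values were adjusted by the Benjamini-Hochberg method and a gene was called under 0.05. The pseudocount compresses the change of genes near the floor. Regions were compared in female hearts, in male hearts and in both sexes with sex as a covariate. Sexes were compared over both regions with region as a covariate, and within each region in a fit with 4 groups, which also gave the difference of the regional change between the sexes. All 13 libraries of settled region share one estimate of the spread in that fit. The 22 factors of Fig. EV1K were tested as a set with camera and a preset correlation of 0.01, two-sided, in 4 tests. The 22 factors come from the paper's literature list and not from these libraries.

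The comparisons, their tests, the rule for naming genes, the marker lists and most alternatives were chosen before the data were examined. Genes named are the 22 factors, the genes labelled in Fig. EV3B, Flt4, Prox1, Lyve1, Wt1, Tbx18 and Cxcr4, which the paper's text names, members of the marker lists, and the 3 with the largest change in each direction among called genes whose groups do not overlap, in each regional comparison and in the comparison of the sexes. Marker lists were written for ventricular cardiomyocytes (10 genes), atrial cardiomyocytes (6), erythroid cells (6; another gene of this list is not reported here), epicardium (10), fibroblasts (8), smooth muscle (6), blood endothelium (6), lymphatic endothelium (6), macrophages (6), Schwann cells or neurons (6), hepatocytes (6), lung epithelium (5) and thymocytes (5).

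The alternatives were a pseudocount of 0.1, no filter, a filter on a mean of at least 10, rescaling by the median of ratios, quantile normalization, eBayes without trend, a quasi-likelihood count test on the recovered reads with edgeR 4.0.16, removal of the trend on GC content and length from each library (natural splines with 5 degrees of freedom, splines 4.3.3), each library left out in turn, the replicate number as a block with and without that removal, the library of unsettled region taken as dorsal or ventral, and, for the sexes, all 14 libraries with sex alone, averaging of the libraries of one number and an estimated correlation of these libraries. Fits with voom on the recovered reads, fits with no pseudocount, and the set tests with the block were added after the data had been seen. Replicate numbers are shared by the dorsal and the ventral library of a sex. Libraries of one number deviated together from their group means over 15772 genes, with correlations of 0.187, 0.169 and 0.27 for female numbers 1 to 3 and 0.427, 0.175 and 0.351 for male numbers 4 to 6. The numbers were therefore treated as pairing the libraries in the alternatives with the block. The main fits did not use them, and neither the paper nor the labels say what a number marks. The consensus correlation of libraries of one number across genes was 0.0124. Within a group no library was a copy of another, since replicates differed by 34.9 to 228 in chi-square per gene.

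The tests were tested on simulated data, drawn from the means and depths of these libraries with 200 genes changed by 2 on the log2 scale. In every comparison the simulated spread was the one estimated from the female libraries. The shares below thus do not measure power at the spread of the male libraries, or for changes below 2. They recovered 90.5% of the changed genes in the female regional comparison (14221 genes), 89.5% in the male one (14655), 97% over both sexes (15414), 70.5% for the difference between the sexes (15382), 98.5% between the sexes (15398), 88.5% dorsally (15373) and 90% ventrally (15406), and 2.75% to 8.44% of the calls were false. With a trend on GC content added to the simulated libraries, 52.7% to 91.9% of the calls in these comparisons were false without the removal of the trend and 2.8% to 9.35% with it. The set test called 20 of 20 moved sets and 1 of 20 unchanged sets (15894 genes).

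For up to 100 other splits of the libraries into groups of the same sizes, the fits were repeated and their calls counted. Shared sequence was counted as the share of 60-base windows of a gene's transcripts that also occur in a transcript of another gene of GENCODE M21. Protein stainings and mutant hearts of the paper were not analysed here.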

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

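Here the splits of the libraries, the removal of the trend on GC content from the regional fits and the epicardial covariate were chosen beforehand; the tests of depth, scaling, blood, numbered pools, library sets, red blood cells and lymphatic endothelium, and the removal of that trend from the comparison of the sexes, were chosen only after the result was seen.

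The regional change differed between the sexes. In the test of that difference, 431 of 15772 genes were called, 334 more ventral in males and 97 more ventral in females, and 2428 had an unadjusted p under 0.05. With the replicate number as a block 804 genes were called, and 260 without female dorsal replicate 2 or 267 without female ventral replicate 2. Of 100 splits that reassigned sex within a region, 5 gave as many calls, the real one included (the highest gave 868), so chance regroupings of these libraries reach this count; among the 5 splits that, like the real one, keep the dorsal and ventral library of a number together, only the real one did. The 22 factors include 1 called gene, Igf2, with a difference of -1.22 (limma, adjusted p = 0.0127, from 0.00605 to 0.0561 over the alternatives, the highest with quantile normalization). Of 3965 genes called in females and tested in males, 3210 (81%) changed in the same direction in males, and 393 were called in the difference; these genes were picked by their female values, so a smaller change in males would follow even from equal effects.

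Several technical explanations for the larger female count were weighed. The median depth of the 7 male libraries was 23.2 M reads, which is not below that of the female ones. Under rescaling or quantile normalization the female count was at least 3836, and with the trend on GC content and length removed it was 3519. Without male ventral replicate 7, which holds more haemoglobin, the male count stayed at 0, with 1416 genes at an unadjusted p under 0.05, and with the block it rose only to 76. With the mean of the 10 epicardial genes as a covariate, 501 genes were called in the difference, but the female calls of that fit fell from 3481 to 758. The covariate parts with region in females. It was 4.52 to 5.51 in the female dorsal libraries, 6.85 to 7.62 in the female ventral ones and 6.56 to 8.59 in the male ones. The female dorsal libraries thus stood below all others. A smaller share of epicardium in the female dorsal than in the female ventral tissue cannot be told apart from a change in expression here. In male hearts the real count is 0 (2083 genes at an unadjusted p under 0.05), which all 35 of 35 splits reach by construction, so they say nothing about chance there; another split gave 619. In female hearts 1 of 10 splits, the real one, gave as many calls, a share that 3 against 3 libraries cannot bring below 10%; all 9 others gave 0 calls, and 4 splits part all 3 pairs of a number, the real one among them. Sex itself, a difference in dissection between the sexes and a difference in preparation between the female ventral and female dorsal libraries stay open. None of these was tested. The sample numbers in the female titles follow region, with a gap between ventral and dorsal, so such a difference in preparation would part with region.

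Over both sexes 2974 genes were called between regions, a comparison that the paper does not report. Of 100 splits within sex 1 gave as many calls, the real one (the next gave 1931), and it was 1 of 9 that part all 6 pairs. Among these genes 2886 changed in the same direction in both sexes, and 2254 were also called in females in that direction. The genes were picked by a fit over the libraries of both sexes, which by itself favours such agreement. In 534 of the 15772 genes (3.39%) the ventral and dorsal libraries did not overlap, where chance gives 0.117%. The largest changes among these were Twist1 (log2 change 1.93; means 8.02 and 1.14 normalized CPM), Ccl9 (1.93; 9.13 and 1.05) and Col16a1 (1.91; 55.5 and 15.0) ventrally, and Ankrd45 (-1.93; 1.69 and 8.42), Aqp4 (-1.50; 21.3 and 55.5) and Fgf13 (-1.50; 26.2 and 73.0) dorsally, with adjusted p from 0.00510 to 0.0126 (limma). Ccl9 was not called with voom on the recovered reads (adjusted p = 0.0583; from 0.00692 to 0.0583 over the alternatives), an alternative chosen after the data had been seen. A regional difference of the tissue and a difference in what was dissected with it both stay open.

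Within a region, male and female hearts differed in 1129 genes dorsally (388 higher in males, 741 higher in females) and 1333 ventrally (525 and 808). Dorsally 1 of 10 splits gave as many calls, the real one, a share that groups of 3 cannot bring below 10%; the next gave 1. Ventrally 1 of 35 splits did so and the next gave 419. The ventral count was 547 without female ventral replicate 2 and 508 without female ventral replicate 3. Igf2 (log2 change -1.23) and Vegfc (-1.06) were lower in male than in female ventral libraries; Vegfc lost its call in 10 of the 13 fits that left out a library and under 3 other settings (adjusted p from 0.0198 to 0.175 over the alternatives), and Igf2 under none. Over both regions 1 of 100 splits gave as many calls as the real one (the next gave 1454), and of 20 splits that keep the libraries of a number together 1 did (the next gave 485). With the trend on GC content and length removed, 1318 genes were called between the sexes, which argues against that trend as the whole cause. The 1673 autosomal genes among those called cannot be told apart from a difference between library sets prepared apart, because the labels number the female and the male libraries in separate series and neither series holds the other sex.

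Some of the largest changes fall on genes that share sequence. Ventrally in females these were Gm21541 (fitted log2 change 4.55), Gm10221 (4.404) and a second identifier of Ccl21a (3.92), and dorsally Gm45062 (-4.65), AY036118 (-4.50) and Dapk3 (-4.39). Of the 60-base windows of their transcripts, 97% of Gm21541 are shared with Ccl21a and its copies, 100% of Gm10221 with Atp5l and its copies, 99% of Gm45062 with Glcci1 and others and 100% of AY036118 with Gm42418 and another gene, so the reads of these genes are uncertain as far as the authors' counting split them; the sequence of the second Ccl21a identifier was not analysed here. For Dapk3 the shared part is 2.0%, and the cause of its change was not tested. Gm10221 had 0 reads in each female dorsal library and AY036118 had 0 reads in each female ventral library, so their fitted changes depend on the pseudocount; Gm10221 stood at 31.8, 40.0 and 6.60 normalized CPM in female ventral replicates 1 to 3, and AY036118 at 13.6 to 37.2 in the female dorsal libraries. In males AY036118 went the other way, with 113 to 169 in the ventral and 0.0237 to 46.5 in the dorsal libraries, and was not called there (adjusted p = 0.264). In the count test neither Gm21541 (adjusted p = 0.0558) nor the second Ccl21a identifier (0.0524) was called. Gm21541 was also not called without female ventral replicate 2 (adjusted p = 0.0596; from 7.33e-04 to 0.275 over the alternatives), nor was the second Ccl21a identifier without female ventral replicate 2 (0.0638) or female dorsal replicate 2 (0.0509; from 0.00153 to 0.290). Under voom settings chosen after the data had been seen, Gm21541, the second Ccl21a identifier, Gm10221, Gm45062 and AY036118 each lost their call in at least 1 fit, with adjusted p up to 0.275, 0.290, 0.166, 0.0948 and 0.259. Dapk3 was at 39.0 to 45.2 in the female dorsal libraries and at most 1.82 elsewhere. No biological explanation was tested for these genes.

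Between the sexes, the largest autosomal changes were Gm10602 (7.75), Ugt2b35 (7.74) and Gm27162 (6.55), higher in males, and Gm5514 (-5.95), higher in females. Gm10602 measured 2.22 to 4.74 normalized CPM in females and 141 to 2743 in the 7 male libraries of settled region; it is annotated as an antisense gene, and 46.3% of its windows are shared with Inppl1 and other genes. Ugt2b35 had at most 1 read in any female library and 27.0 to 789 normalized CPM in these male libraries, and Gm27162 was at most 0.208 in females and 12.3 to 340 in these male libraries; their fitted changes depend on the pseudocount, and neither was called with voom (an alternative chosen after the data had been seen). Gm5514, with 28.6% of its windows shared with Ldhb, measured 79.8 to 239 in females and was not called in the count test (adjusted p = 0.0717; from 6.02e-11 to 0.0717 over the alternatives). Male ventral replicate 7, at 69.48, stood far from the other male ventral libraries, and the male library of the same number, of unsettled region, measured 131.0. Both libraries of that number lie near the female values and the 6 other male libraries at 0.500 or below, which argues against a difference between whole library sets as the cause for Gm5514. The differences of Gm10602, Ugt2b35 and Gm27162 cannot be told apart from such a difference, since no male library reaches the female values, and strain or parents were not given by the labels. According to the paper's methods the mice had a mixed background, so differences in strain between pools stay open for these genes and for Gm5514. Within the male set Gm10602, Ugt2b35 and Gm27162 also varied with the number, as both libraries of number 7 lay below every other male library. In normalized CPM, Gm10602 measured 103 and 141 in them (others 530 to 2743). Ugt2b35 measured 19.1 and 27.0 (others 112 to 789), and Gm27162 10.5 and 12.3 (others 59.4 to 340).

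Among 54 values tested in the 4 male ventral libraries, 7 had a library far from the others, where chance gives 2.7. In male ventral replicate 4, Kdm5d was low (13.48 normalized CPM, others 20.1 to 21.4), and Lyve1 (157.9, others 55.0 to 71.0), Gm21541 (185.9), Gm10221 (3.452) and the second Ccl21a identifier (10.82) were high. The 3 of 4 other lymphatic genes of the marker list that were highest in that library are consistent with more lymphatic endothelium in its tissue; the windows of Gm21541 are shared with Ccl21a, and the sequence of the second Ccl21a identifier was not analysed here, so neither is counted as separate evidence. In male ventral replicate 7, the 4 haemoglobin genes took 8.27% of the signal (others 1.28% to 2.04%) and Gm5514 stood out as given above. The 2 other erythroid genes of the list (Alas2 and Slc4a1) were highest in that library, which is consistent with red blood cells in the dissected tissue, and its depth of 23.22 M reads argues against low depth. No biological explanation was tested for these libraries.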

How the results depend on the processing

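Across the 62 results for single genes, the settings other than leaving out a library gave 921 values: 832 kept their direction and their side of the threshold, 78 were no longer past it, 5 newly passed it and 6 reversed. Of these, 708 came from alternatives listed beforehand (650, 49, 4 and 5) and the others from alternatives chosen after the data had been seen. Leaving out single libraries gave 612 values, of which 519 kept both, 80 were no longer past the threshold, 4 newly passed it and 9 reversed. In female hearts Igf2, Vegfc, Nid1, Fgf2, Slit2 and Wnt5a were called in each of these fits, and so was Slit2 over both sexes; the fit with the epicardial covariate, which is not among them, called only Igf2 and Nid1 of the 8 marked factors. Leaving out a library also lowers the number of samples, which by itself weakens a test.

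The female regional count lay between 2870 (voom with 14 libraries in 4 groups, chosen after the data had been seen) and 4265 (replicate block), and between 2158 (without female ventral replicate 2) and 3845 when a library was left out, with 2291 without female dorsal replicate 2. The share of higher ventral calls was 52.1%, and 44.3% with the trend on GC content and length removed. The male count of 0 became 1 with eBayes without trend, 76 with the replicate block and 61 with the block and the GC trend removed, and lay between 0 and 12 when a library was left out (12 without male dorsal replicate 6 and 1 without male dorsal replicate 4). Over both sexes the count lay between 1999 (block with the GC trend removed) and 3787 (mean of both regional contrasts), and between 1429 (without female dorsal replicate 2) and 3646 when a library was left out, with 1557 and 1739 without female ventral replicates 2 and 3; 52.0% of the calls were higher ventrally, and 37.2% (1001 against 1692) with the GC trend removed. The difference between the sexes gave 804 calls with the block and 766 with the block and the GC trend removed, 329 with voom, and 260 (without female dorsal replicate 2) to 447 when a library was left out, with 267 without female ventral replicate 2. Apart from the smaller number of samples, the cause was not tested.

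Between the sexes the count was 944 when the libraries of one number were averaged, which leaves fewer samples, 1684 with their correlation estimated, and 1303 to 1859 when a library was left out. Dorsally it lay between 859 (voom; 21.2% higher in males against 34.4%) and 1425, and between 787 and 1160 when a library was left out. Ventrally it lay between 1079 and 1970, with 28.7% higher in males under voom against 39.4%, and between 508 (without female ventral replicate 3) and 1536 when a library was left out, with 547 without female ventral replicate 2. The cause of these moves was not tested.

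Counts of the 22 factors under the alternatives not listed for them beforehand were made after the data had been seen. In females 6 (GC trend removed) to 13 (block; adjusted over the list alone) were higher ventrally, with 8 with the block and the GC trend removed, and 6 (without female ventral replicate 2) to 11 when a library was left out. The count of 1 factor higher dorsally, Adamts3, became 0 with a pseudocount of 0.1 or none, no filter, a mean of at least 10, the count test, voom, the GC trend removed (with or without the block) and in all 6 fits that left out a library. In males the count was 1 with the block and 0 otherwise, including 0 in each fit that left out a library. Over both sexes 3 (block with the GC trend removed) to 12 (adjusted over the list alone) were higher ventrally, with 5 in the count test and 5 with the GC trend removed, and 2 to 10 when a library was left out: 2 without female dorsal replicate 2 or female ventral replicate 2, 3 without female ventral replicate 3, 4 without female dorsal replicate 1 or male ventral replicate 6, and 5 without female ventral replicate 1 or male dorsal replicate 4. The count of factors higher dorsally over both sexes was 1 with eBayes without trend, quantile normalization, the GC trend removed, the mean of both regional contrasts, adjusted over the list alone and without male dorsal replicate 6 or male ventral replicate 5, and 0 otherwise. As a set, the factors had an adjusted p of 0.273 in females and 0.273 over both sexes with an estimated correlation. The cause was not tested.

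Directions reversed for changes near 0. Cxcl12 in female hearts fell to -0.067 with the GC trend removed, with and without the block, and lay between -0.058 (without female ventral replicate 2) and 0.36 when a library was left out. Igf2 in male hearts was -0.11 with the GC trend removed and -0.071 with the block added, and lay between -0.024 and 0.082 when a library was left out, below 0 without male dorsal replicate 4 and without male ventral replicate 6 (-0.01). Wnt5a in male hearts lay between -0.063 (without male dorsal replicate 4) and 0.76. Between the sexes Vegfd lay between -0.096 (without female dorsal replicate 2) and 0.56. Dorsally between the sexes, Vegfc was 0.024 with the library of unsettled region taken as dorsal and 0.074 with voom on 14 libraries in 4 groups (chosen after the data had been seen), and lay between -0.40 and 0.10 (without male dorsal replicate 6) when a library was left out. Igf2 there lay between -0.076 and 0.049, above 0 without female dorsal replicate 2 (0.01), female dorsal replicate 3 (0.03) or male dorsal replicate 4. The cause was not tested.

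With the replicate number as a block, pairing the dorsal and ventral library of a number, the counts were 4265 in females, 76 in males (62 higher ventrally and 14 dorsally), 2234 over both sexes and 804 for the difference between the sexes. The set of 22 factors had an adjusted p of 2.85e-04 in females, 0.0132 in males, where it newly passed, and 3.38e-04 over both sexes (set tests chosen after the data had been seen). Vegfd (adjusted p = 0.00875), Ephb4 (0.0296) and Igf1 (0.0332) newly passed in females and Adamts2 (0.0304) in males. Over both sexes Igf2 (0.0599) and Vegfc (0.0727) no longer passed, and Ephb4 (0.0470) and Igf1 (0.0428) newly did. In the difference between the sexes Svep1 (0.00976) and Wnt5a (0.0406) newly passed. The adjusted p over all alternatives ran from 0.00789 to 0.223 for Vegfd and from 0.0296 to 0.227 for Ephb4 in females, and from 7.47e-04 to 0.145 for Igf2 and from 0.00897 to 0.0862 for Vegfc over both sexes. For the other calls that changed, the full list of alternatives was not run. The block changed no other regional call among the 22 factors. Each alternative listed beforehand was run, though not for every call that changed with the block. A count test was possible because whole reads were recovered. Y-linked genes had few or no reads in females, such as Eif2s3y with 0 reads in 5 of the 6 libraries, so their fitted changes depend on the pseudocount.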

Differences from the paper's values

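In Fig. EV1K the paper gives adjusted p-values for its 8 factors, 5 of which differ from those found here by more than 1.5 times. For Igf2 it was 0.00328 here and about 0.001 in Fig. EV1K, read by eye. The alternatives set before the data were examined gave 0.00202 to 0.0213. Those chosen after seeing the values lay on both sides, from 7.85e-05 (voom on 14 libraries in 4 groups) to 0.00467 (no pseudocount), and none of all these came within 1.5 times of it. For Nid1 it was 0.00245 against the paper's about 0.009 in Fig. EV1K, read by eye; 3 fits that left out a library reached it and no other setting did. For Fgf2 it was 0.00563 against the paper's about 0.01 in Fig. EV1K, read by eye, within reach with a pseudocount of 0.1, no filter, a mean of at least 10, quantile normalization, the GC trend removed and 1 fit that left out a library, but not with the other alternatives set before the data were examined; voom and the fit with no pseudocount on the female libraries, chosen after seeing the values, reached it as well. For Slit2 it was 0.00558 against the paper's about 0.023 in Fig. EV1K, read by eye, reached by eBayes without trend, by the removal of the GC trend and by 4 fits that left out a library, and not by the others. For Wnt5a it was 0.00613 against the paper's about 0.025 in Fig. EV1K, read by eye, reached by eBayes without trend and 4 fits that left out a library, by voom on 14 libraries in 4 groups, chosen after seeing the values, and not by the others.

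In Fig. EV1J the log2 changes drawn for 2 of the factors are larger than those found here. Fgf2 was 2.44 here and about 3.0 in Fig. EV1J, read by eye; a pseudocount of 0.1 and 2 fits that left out a library reached the paper's value and the other alternatives set before the data were examined did not. Ephb2 was 1.61 here and about 2.1 in Fig. EV1J, read by eye; a pseudocount of 0.1, the count test and 2 fits that left out a library reached it and the others did not. For both genes the fits with voom and those with no pseudocount, chosen after seeing the values, reached it too.

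In the comparison of the sexes, the changes drawn in Fig. EV3B for the sex-linked genes are larger than those found here. Eif2s3y was 6.32 against the paper's about 11 in Fig. EV3B, Ddx3y 5.92 against about 9.3 in Fig. EV3B, Kdm5d 3.89 against about 7.4 in Fig. EV3B, Uty 4.03 against about 5.8 in Fig. EV3B, Xist -5.28 against about -7.4 in Fig. EV3B and Tsix -4.37 against about -7.0 in Fig. EV3B, all read by eye. None of the alternatives set before the data were examined reached these values; voom on the recovered reads and log2 with no pseudocount, chosen after seeing the values, did so for each of these genes. Fgf2 was 0.55 against about 1.0 in Fig. EV3B, read by eye; a pseudocount of 0.1, the count test, the removal of the GC trend, the library of unsettled region taken as dorsal, all 14 libraries with sex alone, the averaging of libraries of one number and 7 fits that left out a library reached it, the other alternatives did not. Of the settings chosen after seeing the values, voom and log2 with no pseudocount on 14 libraries (sex alone or 4 groups) reached it, and voom on the 13 libraries of settled region did not.

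Some calls also differ from the paper's statements. The paper finds none of the factors higher dorsally, whereas Adamts3 was called here (log2 change -1.05, adjusted p = 0.0494); it was not called with a pseudocount of 0.1, no filter, the count test, the GC trend removed (with or without the block) or any library left out, nor with voom or no pseudocount, which were chosen after seeing the values. Adamts14 (1.22, adjusted p = 0.0138) and Adamts2 (1.12, adjusted p = 0.0132) were called higher ventrally here and are not among the 8 factors that the paper marks; both were uncalled with the GC trend removed (with or without the block) and without female ventral replicate 2, and Adamts14 also without female dorsal replicate 2 and with voom on 14 libraries in 4 groups, chosen after seeing the values. The paper finds no factor that differs between the sexes, whereas Igf2 was called here (-0.66, adjusted p = 0.0409); it was uncalled with eBayes without trend, with all 14 libraries and sex alone, with the libraries of one number averaged and in 8 fits that left out a library, and with voom or no pseudocount on all 14 libraries with sex alone, chosen after seeing the values. The paper describes Cxcl12 as more abundant dorsally, from immunofluorescence, which is a different measure. Its transcript, which the paper does not find higher dorsally either, measured 83.1 normalized CPM ventrally and 74.5 dorsally in females (log2 change 0.12, adjusted p = 0.699); its change was negative only with the GC trend removed (-0.07, with or without the block) and without female ventral replicate 2 (-0.06).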

Other observations

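In this part the tests of the epicardial covariate and of the trend on GC content, and the splits of the libraries, were chosen beforehand; those of the covariate with a library left out, the factors as a set between the sexes, cardiomyocyte share, atrial tissue, Xist, the columns of Fig. EV1K and the numbered pairs were chosen only after the result was seen.

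The marker lists moved in different directions between the regions of female hearts. Median log2 changes (ventral against dorsal) were 2.36 for epicardium (10 of 10 genes called higher ventrally), 1.26 for fibroblasts (5 of 8), 2.22 for lymphatic endothelium (3 of 6) and 1.85 for macrophages (5 of 6). They were -0.06 for blood endothelium (none called of 6), -0.29 for ventricular cardiomyocytes (2 called higher and 1 lower of 10), -0.38 for atrial cardiomyocytes (1 lower of 6), -0.74 for smooth muscle (1 higher and 3 lower of 6) and -0.28 for erythroid cells (1 lower of 6). Of the Schwann cell or neuron list 2 genes were tested (median 0.16), of the hepatocyte list 1 (2.08, called) and of the lung epithelium list 1 (1.104); no thymocyte gene passed the filter. In male hearts no gene of these lists was called, and the medians were 0.67 for epicardium, 0.54 for fibroblasts, 0.70 for lymphatic endothelium, 0.83 for macrophages, -1.02 for blood endothelium and 0.93 for erythroid cells. The male medians of blood endothelium and erythroid cells may lean on male ventral replicate 7. There Hba-a1 measured 33420 normalized CPM, against 3862 to 6702 in the other male ventral libraries. Pecam1 measured 12.4 there (others 85.5 to 98.4) and Aplnr 7.8 (others 65.8 to 176). Of the blood endothelium list, only Tek was not low in that library (119, others 54.3 to 145). Between the sexes the epicardial median was 1.35, with 6 of 10 genes called higher in males. The dissected layer itself expresses the genes of the epicardium and fibroblast lists.

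The higher ventral values of the 8 factors that the paper marks could rest on a share of epicardium that is larger ventrally than dorsally. With the mean of the 10 epicardial genes as a covariate in the fit with 4 groups, their median female change was 0.781, against 1.41 without it, and 2 of the 8 were called instead of 8, but the median standard error rose from 0.355 to 0.477 and the female calls over all genes fell from 3481 to 758. The covariate parts with region in females (4.52 to 5.51 dorsally and 6.85 to 7.62 ventrally), so a share of epicardium and a change in expression cannot be told apart for these factors as a set. The female dorsal libraries also stood below every male library (6.56 to 8.59). Gene by gene, Svep1, Wnt5a and Fgf2 fell to 0.11, 0.11 and 0.55 with called slopes on the covariate, while Vegfc (1.31 without it and 1.28 with it, adjusted p = 0.203), Nid1 (1.091 and 1.26, 0.0237) and Igf2 (1.25 and 1.01, 0.0471) moved less. Of 13 fits with the covariate and a library left out, 8 called Nid1 (adjusted p from 0.0164 to 0.0831) and 1 called Igf2 (0.0356 to 0.138), so the larger share of epicardium stays open for these genes too. Male libraries with a similar or higher covariate (6.56 to 8.59) had Igf2 at 1088 to 1354 normalized CPM, against 2432 to 3579 in the female ventral ones, a comparison across sexes that does not decide it. A lower share of cardiomyocytes alone, as the whole cause, is argued against by the blood endothelium list. Its median of -0.062 stands apart from that of the epicardium. The paper places coronary arteries within the myocardium, so less myocardium with its vessels could lower both lists. The blood endothelium list does not decide that case. With the trend on GC content and length removed 6 of the 8 were called. Atrial tissue in female dorsal replicate 1, where Myl7, Sln and Nppa measured 7228, 1038 and 2775 normalized CPM, is argued against as the cause, since all 8 were called without that library. Expression that differs by region stays open.

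Among splits of the libraries, 1 of 10 in females (the real one) gave as many of the 22 factors called in one direction, and 2 of 10 gave as small a set p, where groups of 3 cannot bring the share below 10%. Over both sexes 1 of 100 splits gave as many factors called higher ventrally, and 10 of 100 gave as small a set p, so the set p over both sexes is one that chance regroupings reach. Between the sexes, 3 of 10 splits of the dorsal libraries, 15 of 35 of the ventral ones and 9 of 100 for the difference of the regional change gave as small a set p, so chance regroupings reach these too.

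Genes of the lymphatics and the epicardium that the paper's text names changed as follows in female hearts (log2 change, ventral against dorsal, limma): Lyve1 3.34 (adjusted p = 0.00358), Flt4 1.14 (0.0255), Prox1 0.18 (0.706), Wt1 1.101 (0.00502) and Tbx18 1.08 (0.0198; 17.8% of its windows shared with other genes). The difference of the Lyve1 change between the sexes was -2.73 (adjusted p = 0.0775). Over both regions Wt1 was higher in males (0.95, adjusted p = 0.0313), while Flt4 (-0.56, 0.312), Prox1 (-0.61, 0.0787) and Lyve1 (0.41, 0.663) were not called. Cxcr4 was below the filter in female hearts; its means were 0.463 normalized CPM in female ventral and 1.50 in female dorsal libraries.

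The male library of unsettled region measured 1187 normalized CPM for Igf2, 12.3 for Vegfc, 13.5 for Vegfd and 99.4 for Cxcl12. Haemoglobin genes took 1.54% of its signal and its depth was 25.2 M reads.

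Xist and Tsix stood above the floor in some male libraries. The highest was male dorsal replicate 5, with Xist at 7.77% and Tsix at 9.21% of the female means. RNA of female tissue in that library could give such values, but only 1 of its 4 Y-linked genes was the lowest of the male libraries, and a share this small would lower them by less than their spread, so this cannot be told apart from expression in male tissue. Eif2s3y had 0 reads in 5 of the 6 female libraries and 10 reads in female ventral replicate 2.

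For 14 factors of Fig. EV1K the columns lie away from the values of the groups they are labelled with. Read by eye, with the deposited values already known, the 28 columns lay closer to an order of 14 ventral groups followed by 14 dorsal groups (root mean square difference 0.184 on the log2 scale, median 0.0834) than to the labelled order (3.42 or 3.59, by which color is taken as ventral). The columns may thus be drawn in another order than labelled; the readings were made after that order was thought of.

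Libraries of one male number resembled each other beyond their region. At a median of 20 genes (14 to 36 over the 4 pairs of one number) both libraries stood apart from all other male libraries, out of 15117 genes, against a median of 1.5 and a highest count of 23 over the 24 other pairs. Shared tissue or shared handling of the libraries of one number is a candidate explanation; the labels do not say which.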
